# MCT1-dependent energetic failure and neuroinflammation underlie optic nerve degeneration in Wolfram syndrome mice

**DOI:** 10.7554/eLife.81779

**Published:** 2023-01-16

**Authors:** Greta Rossi, Gabriele Ordazzo, Niccolò N Vanni, Valerio Castoldi, Angelo Iannielli, Dario Di Silvestre, Edoardo Bellini, Letizia Bernardo, Serena G Giannelli, Mirko Luoni, Sharon Muggeo, Letizia Leocani, PierLuigi Mauri, Vania Broccoli

**Keywords:** eye, retinal development, glial cell, astrocytes, Mouse

## Abstract

Wolfram syndrome 1 (WS1) is a rare genetic disorder caused by mutations in the *WFS1* gene leading to a wide spectrum of clinical dysfunctions, among which blindness, diabetes, and neurological deficits are the most prominent. *WFS1* encodes for the endoplasmic reticulum (ER) resident transmembrane protein wolframin with multiple functions in ER processes. However, the *WFS1*-dependent etiopathology in retinal cells is unknown. Herein, we showed that *Wfs1* mutant mice developed early retinal electrophysiological impairments followed by marked visual loss. Interestingly, axons and myelin disruption in the optic nerve preceded the degeneration of the retinal ganglion cell bodies in the retina. Transcriptomics at pre-degenerative stage revealed the STAT3-dependent activation of proinflammatory glial markers with reduction of the homeostatic and pro-survival factors glutamine synthetase and BDNF. Furthermore, label-free comparative proteomics identified a significant reduction of the monocarboxylate transport isoform 1 (MCT1) and its partner basigin that are highly enriched on retinal glia and myelin-forming oligodendrocytes in optic nerve together with wolframin. Loss of MCT1 caused a failure in lactate transfer from glial to neuronal cell bodies and axons leading to a chronic hypometabolic state. Thus, this bioenergetic impairment is occurring concurrently both within the axonal regions and cell bodies of the retinal ganglion cells, selectively endangering their survival while impacting less on other retinal cells. This metabolic dysfunction occurs months before the frank RGC degeneration suggesting an extended time-window for intervening with new therapeutic strategies focused on boosting retinal and optic nerve bioenergetics in WS1.

## Introduction

Wolfram syndrome 1 (WS1) is a rare and multisystemic genetic disease. In most cases the first clinical sign is the development of non-autoimmune diabetes mellitus (DM) during infancy followed by optic atrophy (OA) which leads to progressive visual loss in adolescence progressing relentlessly to blindness in adulthood (Wolfram and Wagener, 1938; Barrett et al., 1995). While DM symptoms are clinically treatable with antidiabetic therapies, interventions to arrest or delay the loss of sight are lacking (Urano, 2016). Although concurrent DM and OA are pathognomonic for WS1, patients might develop additional serious neurological illnesses, most commonly hearing loss, ataxia, epilepsy, and peripheral neuropathy (Minton et al., 2003; Chaussenot et al., 2011). Serious psychiatric disturbances have also been described in WS1 patients including psychosis, episodes of severe depression, and impulsive/aggressive behavior (Swift et al., 1990; Swift and Swift, 2005). OA is caused by the selective loss of retinal ganglion cells (RGCs) and their axons in the optic nerve with a pattern of degeneration that mainly interests the central part of the optic tract rather than the periphery and is accompanied by different degrees of demyelination (Zmyslowska et al., 2019; Barboni et al., 2022). Noteworthy, neuroimaging studies revealed diffuse alterations in the gray and white matters of the brain with significant loss of volume of the brainstem and microstructure abnormalities and signs of degeneration of myelin (Lugar et al., 2016; Samara et al., 2019). The gene mutated in WS1 is *WFS1* which encodes for a multi-transmembrane protein and resident in the endoplasmic reticulum (ER) named wolframin (Inoue et al., 1998; Strom et al., 1998). Mounting evidence suggests that *WFS1* gene loss induces ER stress-mediated apoptosis of insulin producing pancreatic β-cells with disruption of cellular calcium homeostasis (Fonseca et al., 2005; Fonseca et al., 2010; Riggs et al., 2005; Yamada et al., 2006). In particular, wolframin is able to increase the Ca^2+^ uptake within the ER, partially through the regulation of the sarco/endoplasmic reticulum Ca^2+^-ATPase SERCA pump (Zatyka et al., 2015). As a consequence, wolframin loss results in the Ca^2+^ leakage from the ER with a simultaneous increase of its cytosolic concentration, activation of the Ca^2+^-dependent protease calpain which, in turn, activates programmed apoptosis (Lu et al., 2014; Takei et al., 2006). Moreover, recent findings have suggested that wolframin is required for the proper release of both insulin and neurotransmitters from the ER and their delivery to the cell periphery through assisted vesicle trafficking (Wang et al., 2021). Increasing reports have described dysfunctional ER-mitochondria communication caused by wolframin loss. In fact, *WFS1* deficiency deranges the inositol 1,4,5-trisphosphate receptor (IP3R)-mediated release by destabilizing the NCS1 protein and, thereby, leading to reduced Ca^2+^ uptake by the mitochondria with consequent functional impairments (Schlecker et al., 2006; Cagalinec et al., 2016; Angebault et al., 2018). Moreover, a recent study unveiled an enriched localization of wolframin at the MAM sites and in WS1 patient fibroblasts, wolframin deficiency correlated with MAMs loss and, therefore, with defective Ca^2+^ transfer from the ER to the mitochondria and their related dysfunctions (La Morgia et al., 2020). Remarkably, pharmacological activation of the sigma-1 receptor (S1R), an ER-resident protein involved in calcium ion transfer, was shown to counteract the functional alterations of MAMs due to wolframin deficiency (Crouzier et al., 2022a). Altogether, these results highlight mitochondrial dysfunctions as a relevant pathogenetic event triggered by wolframin and leading to cell death. However, most of these findings were obtained using cell lines and patients’ fibroblasts, and, therefore whether these pathogenetic alterations have the same relevance in neural cells and represent the main and only cause of neurodegeneration remain to be further investigated. Different *Wsf1* targeted mutant mouse and rat lines have been generated and showed to recapitulate the main cardinal pathological traits of the WS1 patients. Furthermore, zebrafish mutant lines for the two homologue genes wfs1a and wfs1b have been recently produced showing retinal abnormalities and behavioral visual dysfunctions associated with ER stress and impaired UPR response in both strains (Cairns et al., 2021; Crouzier et al., 2022b). Between the mouse models, the neurological and behavioral alterations of the *Wfs1*^exon8del^ targeted mice have been extensively characterized showing diabetic glucose intolerance and anxious-like behaviors upon stressful environment exposure (Kato et al., 2008; Luuk et al., 2008). Visual impairment in these mice is less characterized with only a histopathological study that reported some thinning of the retinal tissue with lower retinal thickness/longitudinal diameter ratio in 4 months old *Wfs1*-deficient mice (Waszczykowska et al., 2020). More recently, a mutant rat line was obtained through *Wfs1* exon 5 disruption showing the hallmarks of WS1, with diabetes, optic atrophy, and neurodegeneration (Plaas et al., 2017). The increase of ER stress levels was detected in mutant retina, brainstem and pancreas, coupled with a volumetric decrease in all these districts. These features made it very useful to test the efficacy of the pharmacological treatments (Plaas et al., 2017). Prolonged administration of the glucagon like peptide 1 receptor (GLP1-R) agonists have demonstrated beneficial effects in preventing diabetes, excitotoxicity, and ER stress in aged rats and delaying disease progression (Toots et al., 2018; Seppa et al., 2019). Very recently the synergistic effects of GLP1-R agonist and the brain-derived neurotrophic factor mimetic 7,8-DHF co-treatment have shown neuroprotective capacity on rats’ visual pathway rescuing visual activity (Seppa et al., 2021). Interestingly, chronic ER stress and autophagy alterations caused by *Wfs1* loss results in the acceleration of Tau protein aggregation and relative pathology in mouse hippocampus suggesting a novel mechanism by which wolframin deficiency can lead to neurodegeneration (Delpech et al., 2021; Chen et al., 2022). Thus, rodent models of *Wfs1* deficiency offers pivotal systems where to dissect and further validate the pathogenetic basis of this disease. Herein, we employed the *Wfs1*^exon8del^ mutant mice to better characterize the progressive impairments of visual physiology and activity over time and identify novel molecular and biochemical alterations by genome-wide transcriptomics and proteomics on isolated retinal tissues. These targeted analyses reveal neuroinflammation and bioenergetic substrate loss as plausible causes for the selective vulnerability of RGCs and their degeneration in WS1 mice.

## Results

### Progressive visual impairments in *Wfs1* mutant mice

To determine RGCs functionality and visual signal conduction to the brain in *Wfs1* mutant mice, we exploited whole field photopic electroretinogram (pERG), which measures action potentials produced by the retina when it is stimulated by light of adequate intensity and it is the composite of electrical activity from the photoreceptors, inner retina, and RGCs. In photopic conditions, the negative response (PhNR) wave represents the RGC spiking activity originating from light-adapted cones and allows the detection of RGC-specific alterations (Gotoh et al., 2004; Kinoshita et al., 2016). Whilst pERG measurements were comparable between wild-type and *Wfs1* mutant mice at 2 months of age (*WT*: 68±5; *Wfs1-*KO: 72±6; p<0.05), a prolonged implicit time, which refers to the interval between the stimulation and the peak of the negative response, was detected in 4 months old *Wfs1*-deficient animals (*WT*: 76±5; *Wfs1-*KO: 82±6; p<0.05) (Figure 1A). This early indication of RGC abnormalities became increasingly more pronounced in 8 (*WT*: 73 ± 6; *Wfs1-*KO: 83 ± 9; *p* < 0.05) and 12 (*WT*: 76 ± 5; *Wfs1-*KO: 85 ± 5; *p* < 0.0001) months old mutant mice, with the latter group that showed, beside a delayed response , also a significant PhNR amplitude decrease (*WT*: 11±2; *Wfs1-*KO: 8±2, p<0.0001) at the latest time period (Figure 1A). To further deepen our neurophysiological evaluation, we sought to investigate light-induced electric conduction from the retina to the brain visual cortex by flash visual evoked potential (fVEP) recordings. These measurements represent a direct readout of the optic nerve functional activity by providing two important parameters: the latency, which measures the propagation speed of the visual stimulus along the nerve fibers until its central detection; the amplitude, that represents the potential difference generated after administration of the visual stimulus, allowing quantification of the power of the electrical signal produced in the optic nerve. VEP trace typically consists of three waves, a first positive wave (P1), followed by both a negative (N1) and a second positive wave (P2). We measured the latency of N1 and the peak-to-peak amplitude of the N1-P2 complex to assess the optic nerve function (Figure 1A). While 2 and 4 months old mutant mice did not display detectable VEP alterations, 8-month-old mutant mice displayed increased latencies (*WT*: 46±4; *Wfs1-*KO: 51±2, p<0.001), indicative of slower transmissions along the visual pathway (Figure 1A). However, both VEP parameters were significantly affected as mouse age progressed to 12 months (VEP amplitude *WT*: 40±14; *Wfs1-*KO: 28±2; p<0.001; VEP latencies *WT*: 47±2; *Wfs1-*KO: 52±3, p<0.001) (Figure 1A). We then asked if these neurophysiological deficits correlate with manifested loss of visual acuity as recorded by the optomotor reflex response (OMR) based on tracking the unconditioned compensatory head movements of the animal while trying to stabilize the image of the moving environment (rotating vertical stripes). *Wfs1* mutant mice showed a progressive reduction in visual acuity with undetectable differences at 2 and 4 months of age while a significant loss was recorded at 8 months which markedly worsened 4 months later (4 months - *WT*: 0.40±0.5; *Wfs1-*KO 0.36±0.8 c/deg, 8 months - *WT*: 0.39±0.4; *Wfs1-*KO: 0.30±0.3 c/deg, p<0.05, 12 months - *WT*: 0.38±0.6; *Wfs1-*KO: 0.19±0.5 c/deg, p<0.01; Figure 1B). These results imply that the initial visual impairment in *Wfs1* mutant mice is represented by RCG alterations in the retinal tissue followed by a delay of the visual stimulus along the nerve fibers suggesting a progressive optic nerve damage. Subsequently, RGC functions are extensively altered causing a drastic loss of visual acuity at 12 months of age.

**Figure 1.**
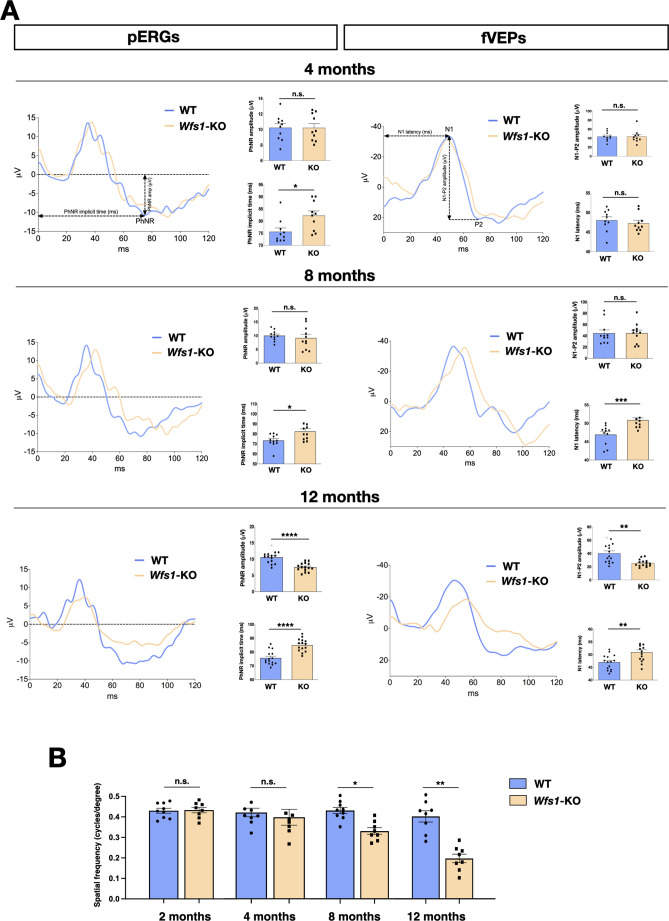
*Wfs1* mutant mice show progressive and severe impairment of visual activity. (**A**) Representative pERG and fVEP waveforms at 4, 8, and 12 months of age in wild-type (WT) and *Wfs1* mutant (KO) animals. PhNR amplitude and implicit time are quantified by ERG measurements (n=15, *p<0.05; **p<0.01; ***p<0.001, Student *t*-test). Data are presented as mean ± SEM. N1 latency and N1-P2 amplitude quantifications are calculated from the fVEP traces (n=15, *p<0.05; **p<0.01; ***p<0.001, Welch’s *t*-test for N1-P2 amplitude and Student *t*-test for N1 latency). Data are presented as mean ± SEM. (**B**) Quantification of visual acuity measuring the opto-motor reflex expressed as cycles per degree in 2, 4, 8, and 12 months old wild-type (WT) and *Wfs1* mutant (KO) mice (n=8, *p<0.05; **p<0.01; **p<0.001; ****p<0.0001). Data are presented as mean ± SEM.

**Figure 1—figure supplement 1.**
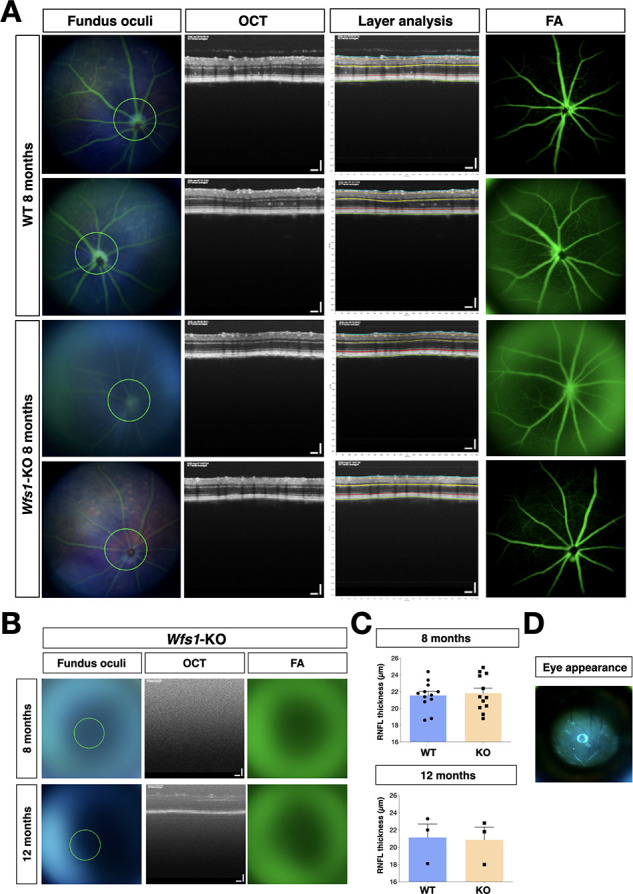
Characterization of eye morphology in *Wfs1* mutant mice. (**A,B**) Representative images from fundus oculi, OCT, layer analysis and fluorescein angiography (FA) in wild-type (WT) and *Wfs1* mutant mice at 8 months of age. (**C**) Quantification of RNFL thickness expressed in μm in 8 month (n=12, p=0.73, unpaired *t*-test, top) or 12 month (n=3, p=0.90, unpaired *t*-test, bottom) old animals. (**D**) Representative image of *Wfs1* mutant mouse eye with diffuse cataract and corneal haze.

### Optic nerve degeneration precedes RGC loss in *Wfs1* mutant mice

No deep characterization of the *Wfs1* mutant visual structures has been yet reported and the data available refers exclusively to eye morphology in relatively young animals (Waszczykowska et al., 2020). At first, we evaluated the gross retinal architecture in 8 months old mice by optical coherence tomography (OCT) and fluorescein angiography (FA), in terms of both morphology and neovascularization. FA assessment was necessary to exclude confounding effects due to diabetic retinopathy (DM), which represents one of the major eye complications of DM but whose causative mechanisms are highly different from those in WS1 (Hilson et al., 2009). The collected images did not reveal any signs of retinal vasculature dysfunction in either group of animals. Indeed, OCT-angiography did not highlight any significant difference in the eye fundi or perfusion and vessel length density and tortuosity (Figure 1—figure supplement 1). Moreover, we also assessed the thickness of retinal nerve fiber layer (RNFL), and no significant differences were disclosed by structural OCT (Figure 1—figure supplement 1). Since mutant elderly mice often displayed corneal haze, with consequent poor quality images, we managed to sample only three 12 months old clear-lensed eyes that still did not show big abnormalities in RNFL thickness at OCT segmentation (Figure 1—figure supplement 1). To investigate the cellular dysfunctions underlying the neurophysiological recordings, we performed transmission electron microscopy analyses (TEM) of transversal optic nerve sections of *Wfs1* mutant and littermate control mice at the same timepoints (8 and 12 months). Post-hoc TEM imaging analysis enabled us to estimate average RGC axonal densities (mean axon count/area), average myelin area/field also quantifying the empty space (i.e. uncovered by axons) and g-ratio (axonal area divided by axonal area including that of myelin sheets). These elaborations revealed that 8 months old *Wfs1* mutant optic nerves presented incipient myelin thinning (g-ratio - *WT*: 0.52±0.18; *Wfs1-*KO: 0.54±0.14, p<0.05) with reduced myelin area and a higher proportion of empty space, but without axonal count discrepancies (Figure 2A). TEM imaging in elderly mutant animals (12 months of age) unveiled signs of more severe myelin degeneration (g-ratio - *WT*: 0.42±0.18; *Wfs1-*KO: 0.50±0,18, p<0.05) with pathological features and degenerating fibers (Figure 2B). In particular, we observed a significant reduction of axonal density and area occupied by myelin together with evident signs of axonal damage with increased g-ratio (*WT*: 0.41±0.04; *Wfs1-*KO: 0.51±0.003, p<0.05; Figure 2B). These results provide evidence that myelin alterations and axonal thinning are the first pathological signs followed by manifested myelin degeneration and axonal loss in *Wfs1* mutant optic nerves. This pathological progression is perfectly matching the timeline of the visual functional deficits previously uncovered by electrophysiological recordings and the optomotor analysis. To assess whether optic axonal damage was occurring with simultaneous alterations in RGC cell bodies within the retinal tissue, we performed a detailed count of RGC number by immunocytochemical staining using the pan-RGCs marker RBMPS (Figure 2C). Unbiased stereology counting did not reveal significant RGC number changes in 8 months old *Wfs1* mutant mice (Figure 2C). However, 4 months later the loss of the RGC population became evident and statistically relevant (28% ± 6% loss in *Wfs1*-KO vs WT retinas) indicating a progressive loss of RGC somata over time (Figure 2C). These results illustrate that axonal damage and myelin degeneration anticipate the frank loss of RGC cell bodies in the retinas, even if within a relative delayed time frame a severe loss of RGCs can be also detectable in the *Wfs1*-deficient retinas.

**Figure 2.**
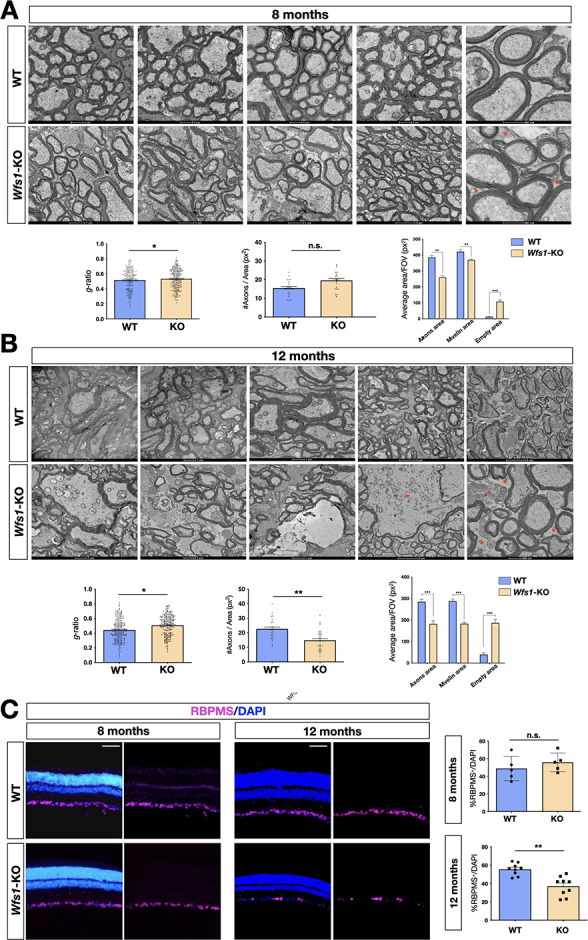
Progressive demyelination in the *Wfs1* mutant optic nerves. (**A**) Representative EM images of optic nerve cross-sections of wild-type (WT) and *Wfs1* mutant mice at 8 months of age showing increased space among the axons (red asterisks). Quantifications of the g-ratio (n=193, *p<0.05, unpaired t-test), total number of axons (n=34), myelin (n=29) and empty areas (n=29) normalized by total area (n=29) (**p<0.01; ***p<0.001, two-way ANOVA with Bonferroni’s post-hoc test). Data are presented as mean ± SEM. (**B**) Representative EM images of optic nerve cross-sections of wild-type (WT) and *Wfs1* mutant mice at 12 months of age showing dramatic expansion of space among the axons (red asterisks). Quantifications of the g-ratio (n=192, *p<0.05, unpaired t-test), total number of axons (n=29), myelin (n=27) and empty areas (n=27) normalized by total area (n=27) (***p<0.001, two-way ANOVA with Bonferroni’s post-hoc test). Data are presented as mean ± SEM. (**C**) Representative immunohistochemical images of retinal cross-sections of wild-type (WT) and *Wfs1* mutant (KO) animals at 8 and 12 months of age with RBPMS and DAPI staining in purple and blue, respectively. Relative quantification of RBPMS positive cells over total cell number in the GCL at 8 months (n=9, p=0.39, two-tails unpaired t-test) and at 12 months (n=8, **p<0.01, two-tails unpaired *t*-test). Scale bar: 50 µm.

### Transcriptomic analysis reveals aberrant gliosis which precedes neuronal loss in *Wfs1* mutant retinas

To unveil specific molecular alterations underlying the pathological deficits caused by the *Wfs1* gene loss, we performed transcriptome analysis of isolated mutant and control mouse retinas. 

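Whole retinas of 3 WT and 3 Wfs1-KO mice were analysed by RNA-seq at 8 months of age (240 days in the sample labels). The paper gives the background of the mice as C57BL/6 J, while the sample labels name a cross of C57 with another strain. For the RNA the methods name a column kit, while the labels name a phenol reagent. The authors trimmed the reads, mapped them to the mm10 genome with STAR, counted reads on the exons of each gene with featureCounts and deposited the counts without normalization. The deposited table holds 8 library columns, 4 per genotype. A column was used only where its name gave the genotype letter and replicate number of a listed sample, and the 2 columns that matched no listed sample were not used. The paper's libraries may therefore differ from those used here. Total counts of the WT retinas were 65714683, 47599124 and 17916885 for replicates 1, 2 and 3. Total counts of the Wfs1-KO retinas were 101334381, 43475817 and 43443859. From these counts, genotypes were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which kept 18547 of the 55376 genes, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as CPM, counts scaled to a common library size with the TMM factors. The Wfs1-KO replicate 2 library stood apart from the other 5, with a mean Pearson correlation to them of 0.918 across genes, while the mean correlation of each other library to the remaining 5 was between 0.962 and 0.971. For this reason values without that retina are also given.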

To investigate prodromic events that anticipate the morphological changes, we performed RNA-seq analysis on tissues from 8 months old mice. RNAs were extracted from whole retinas of three different mice per group (WT vs *Wfs1*-KO) and subjected to global gene expression analysis. t-SNE analysis of the RNA-seq datasets confirmed the expected closer similarity and correlation between all mutant retinas in comparison to the analogous wild-type samples (Figure 3A). 

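The similarity of the retinas was measured as the Pearson correlation of log2 CPM across the tested genes, which are not independent replicates. Retinas of the same genotype had a mean correlation of 0.959, and retinas of different genotypes also had a mean correlation of 0.959. The difference, within minus between genotypes, was -0.0002 (one-sided exact permutation test over the 10 splits of the 6 retinas into 3 and 3, p = 0.5, where 0.1 is the smallest p this design allows). Within WT the mean correlation was 0.977, and within Wfs1-KO it was 0.941. The lowest value within Wfs1-KO, 0.912, was between replicates 2 and 3, and the highest, 0.988, was between replicates 1 and 3. The alternative that moved the difference most was the restriction to the 500 genes with the largest variance, which gave 0.0538 (one-sided exact permutation test, p = 0.2). The first principal component held 61.3% of the variance and placed Wfs1-KO replicate 2 at 134, with the other 5 retinas between -38.4 and -9.74. On the second component, with 15.3% of the variance, WT replicate 3 lay at -64.3 and the other 5 between -4.68 and 25.1.

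**Figure D1:**
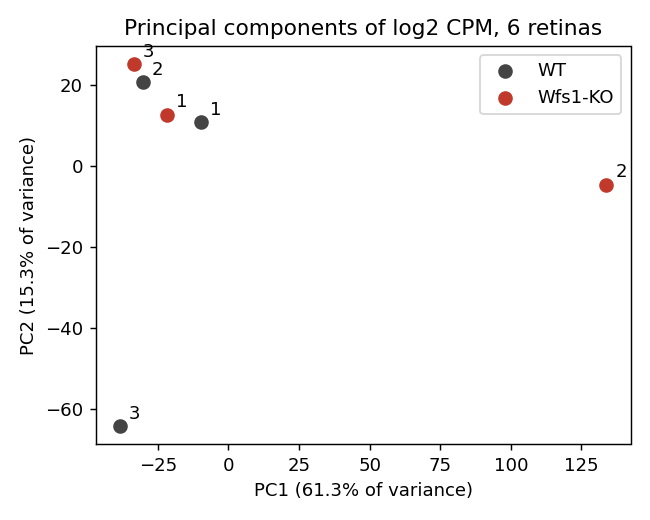
First and second principal components of log2 CPM for the 6 retinas, with the percent of variance on each axis; points are retinas, coloured by genotype and numbered by replicate. Wfs1-KO replicate 2 lies at 134 on the first component, apart from the other 5 retinas.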

Computational analysis identified 396 genes differentially expressed (DEGs) in mutant retinas compared to the control counterparts, with a similar proportion of either up- or downregulated genes (Figure 3B), suggesting not profound transcriptome alterations but rather selective changes in mutant samples at this stage. 

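The targeted gene was lower in every mutant retina. Wfs1 (ENSMUSG00000039474.13) lies on chromosome 5 of mm10 from 36966104 to 36989205 on the minus strand, and its exon 8, from 36966104 to 36968678, is 2575 bases long in the annotation used here (GENCODE M21, transcript ENSMUST00000043964.12). Wfs1 had 65.4 ± 4.30 CPM (SD, n = 3) in WT and 7.34 ± 5.65 CPM (SD, n = 3) in Wfs1-KO retinas, with 9.63, 0.900 and 11.5 CPM in mutant replicates 1, 2 and 3. Its log2 fold change was -3.15 (standard error 0.77, adjusted p = 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Wfs1-KO replicate 2 left out it was -2.64 (standard error 0.16, adjusted p = 2.84e-05 from the same test). Of the 18547 genes tested, 2 had an adjusted p under 0.05, both lower in mutant retinas, and none was higher. At an unadjusted p under 0.05 there were 521 genes, 416 higher and 105 lower, and without Wfs1-KO replicate 2 there were 995, 537 higher and 458 lower. If no gene changed, a share of 0.05 of the tested genes would be expected there. That is more than 521 of 18547 and close to 995 of 19178, so neither count by itself points to changed genes. The common dispersion was 0.128, against 0.0322 without Wfs1-KO replicate 2, a fit in which 24 of 19178 genes passed the threshold, 13 higher and 11 lower. With DESeq2, the tool the methods name, 49 genes passed on all 6 retinas, 31 higher and 18 lower. The 2 genes past the threshold were Eno1b on chromosome 18 (log2 fold change -7.30, standard error 0.40, adjusted p = 0.00406 from edgeR's test) and Mns1 on chromosome 9 (log2 fold change -3.27, standard error 0.26, adjusted p = 0.0288). From the number of differentially expressed genes in Fig. 3B, the paper proposes selective rather than profound changes of the transcriptome.

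**Figure D2:**
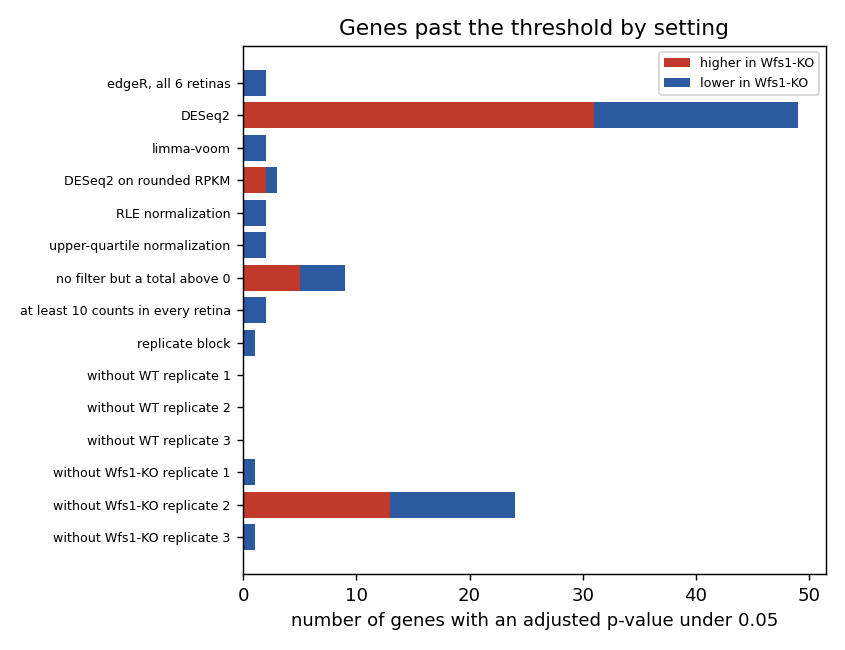
Number of genes with an adjusted p-value under 0.05 (horizontal axis) for each way of analysing the counts (vertical axis), stacked by direction in Wfs1-KO. The edgeR fit on all 6 retinas gave 2 genes, DESeq2 gave 49, and the edgeR fit without Wfs1-KO replicate 2 gave 24.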

Interestingly, gene enrichment analysis (Gene Ontology, GO) revealed many deregulated genes related to pathways like cell death, UPR response and protein folding (Figure 3C). Intriguingly, all these pathways were down-regulated in the mutant retinas, in line with the general assumption from literature that wolframin loss impairs the cellular stress-coping capacities. 

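Hand-written gene sets were tested with limma's camera, since the enrichment terms of Fig. 3C were not recomputed here. The 32 tested cytosolic chaperones and heat-shock genes had a median log2 fold change of -0.17 and were lower as a set (adjusted p = 0.000113 from camera with Benjamini-Hochberg adjustment over 20 sets). This call rested on the inter-gene correlation of 0.01 that the test assumes. With the correlation estimated from the data the adjusted p was 0.246, and with limma's fry it was 0.444. The median was -0.26 without Wfs1-KO replicate 2 (adjusted p = 1.43e-14 from camera). With the estimated correlation or fry none of the compared sets passed on all 6 retinas, and the smallest adjusted p was 0.188. The set of Y-linked genes and Xist was not compared. The 28 tested endoplasmic reticulum chaperones and ATF6 or XBP1 targets had a median of -0.07 (adjusted p = 0.0902 from camera), and -0.16 without Wfs1-KO replicate 2 (adjusted p = 0.00293). The 21 PERK and ATF4 targets had a median of 0.11 (adjusted p = 0.244 from camera), which became -0.0037 without that retina (adjusted p = 0.671).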

On the contrary, mutant retinas upregulated key genes of neuroinflammatory pathways (Figure 3C) as those associated with reactive glial cells like, *Gfap*, *Lcn2*, *Edn2*, *Alpk1,* and *C4* (Figure 3D; Liu et al., 2022; Linnerbauer et al., 2022). 

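Of these genes, Gfap (chromosome 11) had 14.5 ± 4.16 CPM (SD, n = 3) in WT and 57.6 ± 42.4 CPM (SD, n = 3) in mutant retinas, a log2 fold change of 1.99 (standard error 0.55), and 1.23 (standard error 0.31) without Wfs1-KO replicate 2. Lcn2 (chromosome 2) had 1.72 ± 0.16 CPM in WT and 28.9 ± 42.0 CPM in mutant retinas (SD, n = 3 each). Its log2 fold change was 4.07 (standard error 1.18), with 4.98, 77.4 and 4.27 CPM in mutant replicates 1, 2 and 3, and fell to 1.42 (standard error 0.24) without that retina. Edn2 (chromosome 4) had a log2 fold change of 2.72 (standard error 0.74), and 1.50 without that retina. Alpk1 (chromosome 3) had a log2 fold change of 1.77 (standard error 0.35), and 1.99 without that retina. C4b (chromosome 17) had a log2 fold change of 3.27 (standard error 1.02), and 1.11 without it. C4a, its neighbour and close paralog, with which reads could be shared, had 0.22 (standard error 0.40). For Gfap, Lcn2, Edn2, Alpk1 and C4b, every mutant retina had more CPM than every WT retina, which chance gives for 10% of genes in either direction. None of the 6 genes passed the threshold over all tested genes, with adjusted p-values between 0.974 and 0.979 (edgeR's test). With DESeq2 on all 6 retinas, Gfap (adjusted p = 0.0499), Edn2 (adjusted p = 0.00981) and Alpk1 (adjusted p = 0.00427) passed. Of the 35 tested genes that the paper names, 0 passed over all tested genes and 17 had an unadjusted p under 0.05. Adjusted over these 35 genes, Gfap, Lcn2, Edn2, Alpk1 and C4b had adjusted p-values between 0.0115 and 0.0408. Most of these names are the paper's own calls on these data, so the second adjustment shows no stability. Alpk1 passed over all genes when Wfs1-KO replicate 2 was left out (adjusted p = 0.00872 from edgeR's test). The 25 tested reactive glia markers of a hand-written list had a median log2 fold change of 0.95 (adjusted p = 1.64e-20, camera), and 0.44 without that retina (adjusted p = 1.13e-15). With the correlation estimated the adjusted p was 0.246, and with fry 0.457.

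**Figure D3:**
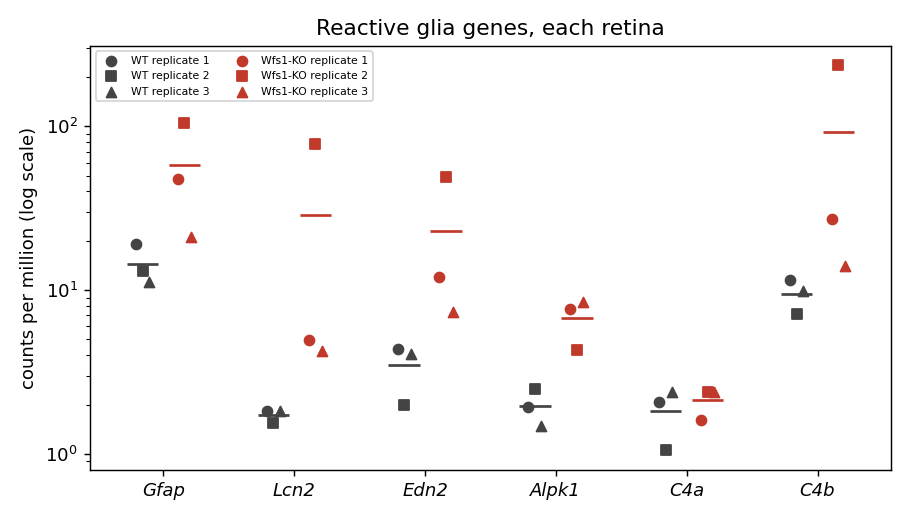
CPM on a log scale (vertical axis) of 6 reactive glia genes (horizontal axis) in each of 3 WT and 3 Wfs1-KO retinas; marker shapes give the replicate number and lines the group mean. Lcn2 in Wfs1-KO replicate 2, at 77.4 CPM, lies above the other mutant retinas at 4.98 and 4.27 CPM.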

We, next, performed immunocytochemical analysis confirming the aberrant activation of the ER stress effectors ATF6 (*WT*: 0.5±0.3; *Wfs1*-KO: 1.5±0.2) and CHOP (*WT*: 0.2±0.01; *Wfs1*-KO: 0.4±0.02) in mutant retinal samples (Figure 4A). Moreover, GFAP (8 months WT: 0.5±0.2; *Wfs1*-KO: 1.4±0.3; 12 months WT: 0.2±0.02; *Wfs1*-KO: 52±2) and Vimentin (VIM) (8 months WT: 20±2; *Wfs1*-KO: 38±5; 12 months *WT*: 2.2±0.5; *Wfs1*-KO: 4.6±0.8) staining was found strongly upregulated in mutant retinal Müller glia at both 8 and 12 months of age (Figure 4B). Furthermore, the glia-specific glutamine synthetase (GS) enzyme was found downregulated both at mRNA and protein levels in *Wfs1*-deficient retinas (Figures 3C and 4D). 

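Glul, which encodes glutamine synthetase, lies on chromosome 1 of mm10 from 153899944 to 153909723. It had 3108 ± 139 CPM (SD, n = 3) in WT and 2319 ± 367 CPM (SD, n = 3) in mutant retinas, and each mutant retina was below each WT retina. The log2 fold change was -0.42 (standard error 0.18, adjusted p = 0.979 over all tested genes and 0.0983 over the genes the paper names, edgeR's test). It was -0.32 without Wfs1-KO replicate 2 (standard error 0.11, adjusted p = 0.792 over all tested genes and 0.0441 over the genes the paper names, edgeR's test). Most of those names are the paper's own calls on these data, so the smaller value is no independent support.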

GS generates glutamine by assembling glutamate and ammonia and, therefore, having a critical role in preventing glutamate-dependent excitotoxicity and ammonia toxicity (Rose et al., 2013). Thus, GS reduction in *Wfs1*-deficient retinal glial cells might favor a toxic environment detrimental for neuronal survival. Next, the genes encoding for the key neurotrophic molecule BDNF, and the survival factors Nr4a1 and Nr4a3 were also reduced in *Wfs1* mutant retinas (Figure 3D), further altering neuronal homeostasis and stress resilience. 

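Bdnf (chromosome 2) had 12.4 ± 1.61 CPM (SD, n = 3) in WT and 8.68 ± 2.84 CPM (SD, n = 3) in mutant retinas. The genotypes overlapped, since Wfs1-KO replicate 2 had 11.9 CPM and WT replicate 1 had 10.7 CPM. Its log2 fold change was -0.52 (standard error 0.27, adjusted p = 0.979, edgeR's test), and -0.82 (standard error 0.19, adjusted p = 0.313) without Wfs1-KO replicate 2. Nr4a1 (chromosome 15) had 47.2 ± 5.02 CPM in WT and 30.2 ± 2.13 CPM in mutant retinas (SD, n = 3 each), a log2 fold change of -0.64 (standard error 0.17). Nr4a3 (chromosome 4) had 5.45 ± 2.50 CPM in WT and 1.59 ± 0.19 CPM in mutant retinas (SD, n = 3 each), a log2 fold change of -1.77 (standard error 0.42). For Nr4a1 and Nr4a3 no mutant retina reached the level of a WT retina. Neither passed the threshold over all tested genes in edgeR's test (adjusted p = 0.979 for both). With DESeq2 on all 6 retinas the adjusted p was 0.382 for Nr4a1, 0.0234 for Nr4a3 and 0.997 for Bdnf. Over the genes the paper names, edgeR's adjusted p was 0.0269 for Nr4a1, 0.0214 for Nr4a3 and 0.162 for Bdnf. Without Wfs1-KO replicate 2 these values were 0.00638, 0.00473 and 0.00512. Over all tested genes of that fit, edgeR's adjusted p was 0.367 for Nr4a1, 0.304 for Nr4a3 and 0.313 for Bdnf. Most of the named genes are the paper's own calls on these data, so the adjustment over them is no independent support.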

In fact, BDNF is a well-known neurotrophic factor expressed by RGCs and Müller glia in adulthood retina, where it exerts its autocrine or paracrine effects. Multiple lines of evidence suggest that BDNF promotes survival of RGCs and can ameliorates RGC death after traumatic optic nerve injury (Bennett et al., 1999). It is thus not surprising that its downregulation occurs before ganglion cell death. Finally, a number of microglial pro-inflammatory genes such as *Il-18*, *Gpr37*, *Cybb*, *Lyz2*, *Lglas3,* and *Mpp12* were upregulated, suggesting that *Wfs1* mutant microglia activate at least some reactive-specific pathways (Figure 3D and E). However, levels of interferon-inducible genes and NF-κB signaling components were unchanged suggesting the lack of a generalized inflammatory response, but rather a selective activation of specific neuro-inflammatory pathways. 

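The 6 genes differed in how far they rested on a single mutant retina. Il18 lies on chromosome 9 from 50554827 to 50581840, within a stretch of that chromosome rich in genes with small p-values. It had 4.59 ± 1.10 CPM in WT and 16.7 ± 5.20 CPM in mutant retinas (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.30, adjusted p = 0.482, edgeR's test), and passed the threshold without Wfs1-KO replicate 2 (log2 fold change 1.55, adjusted p = 0.0248). Lyz2 had 5.31, 94.6 and 1.98 CPM in mutant replicates 1, 2 and 3 and between 1.91 and 6.98 CPM in WT. Its log2 fold change of 3.06 (standard error 1.36) became -0.14 (standard error 0.51) without Wfs1-KO replicate 2. Cybb had 0.505, 5.47 and 0.545 CPM in the mutant retinas, and its log2 fold change of 1.76 (standard error 1.16) became -0.32 (standard error 0.73) without that retina. Lgals3 kept its direction, from 2.49 (standard error 0.87) to 0.75 (standard error 0.35). Mmp12 was at low counts, from 2 to 74 per retina, with the 74 counts in Wfs1-KO replicate 2, and its log2 fold change of 1.21 (standard error 0.95) became 0.17 (standard error 0.80) without that retina. Gpr37 had 217 ± 14.9 CPM in WT and 228 ± 43.5 CPM in mutant retinas (SD, n = 3 each), a log2 fold change of 0.07 (standard error 0.20), and 0.22 (standard error 0.13) without Wfs1-KO replicate 2. Lyz2, Cybb, Lgals3, Mmp12 and Gpr37 each had an adjusted p of 0.979 over all tested genes (edgeR's test).

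**Figure D4:**
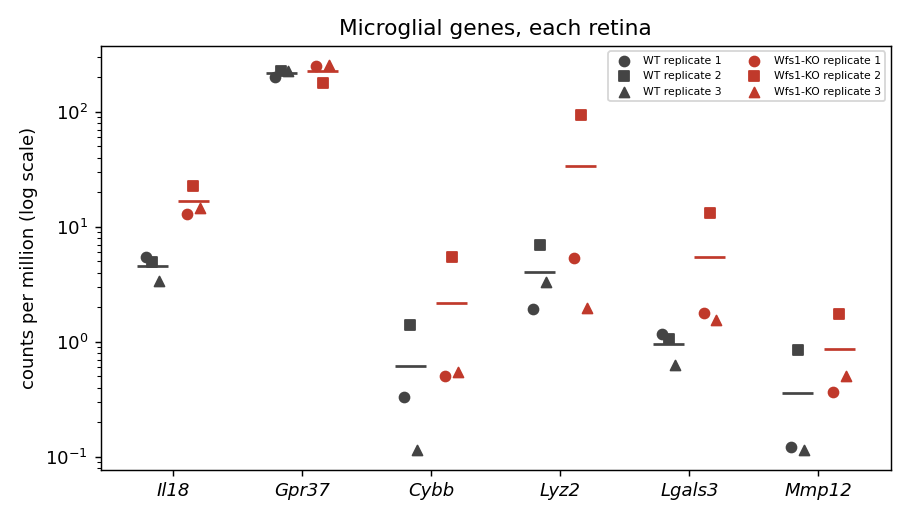
CPM on a log scale (vertical axis) of 6 microglial genes (horizontal axis) in each of 3 WT and 3 Wfs1-KO retinas; marker shapes give the replicate number and lines the group mean. Lyz2 in Wfs1-KO replicate 2 is at 94.6 CPM, while mutant replicates 1 and 3, at 5.31 and 1.98 CPM, lie among the WT retinas.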

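The 42 tested interferon-inducible genes of a hand-written list had a median log2 fold change of 0.44 and were higher as a set (adjusted p = 0.00299, camera with Benjamini-Hochberg adjustment). Their median was -0.07 without Wfs1-KO replicate 2 (adjusted p = 0.507). With all 6 retinas and the inter-gene correlation estimated from the data, the adjusted p was 0.553. The 29 NF-κB signaling components had a median log2 fold change of -0.07 (adjusted p = 0.526), and -0.0095 without that retina (adjusted p = 0.891).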

To further strengthen our results, RT-qPCR analysis were performed on independent biological samples and substantially confirmed the transcriptome data for the key selected genes (Figure 3E), further highlighting a selective pro-inflammatory profile in *Wfs1*-deficient retinas. 

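In the RNA-seq, Vim (chromosome 2 of mm10, from 13573952 to 13582826) had 130 ± 13.8 CPM (SD, n = 3) in WT and 183 ± 83.4 CPM (SD, n = 3) in mutant retinas. Mutant replicates 1, 2 and 3 had 143, 279 and 128 CPM. The log2 fold change was 0.49 (standard error 0.31, adjusted p = 0.979, edgeR's test), and 0.05 (standard error 0.14, adjusted p = 0.986) without Wfs1-KO replicate 2.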

On this line, we noted that the dysregulated *Lcn2* and *Vim* genes in *Wsf1* mutant samples have been shown to be direct targets of the STAT3 signaling (Herrmann et al., 2008). Intriguingly, previous studies reported that STAT3 can be stimulated by the ER stress-dependent PERK and IRE1α pathways in glial and cancer cells (Meares et al., 2014; Chen and Zhang, 2017). Thus, we profiled by western blotting both total and active (pY705) forms of STAT3 in control and *Wfs1* mutant retinal lysates at 8 months of age. Interestingly, the active STAT3 variant was highly enhanced in mutant samples although with some variability among the samples (Figure 5A). Thus, we profiled by candidate gene expression other STAT3 regulated genes such as *Fgf2*, *Il6*, *Vegfa*, *C1s,* and *C1rl* finding them consistently upregulated in *Wfs1* mutant retinas (Figure 5B). Altogether, these findings uncovered a prominent pro-inflammatory molecular program associated with reduction of survival and homeostatic factors which is promoted at least in part by the ER stress-dependent STAT3 activation.

**Figure 3.**
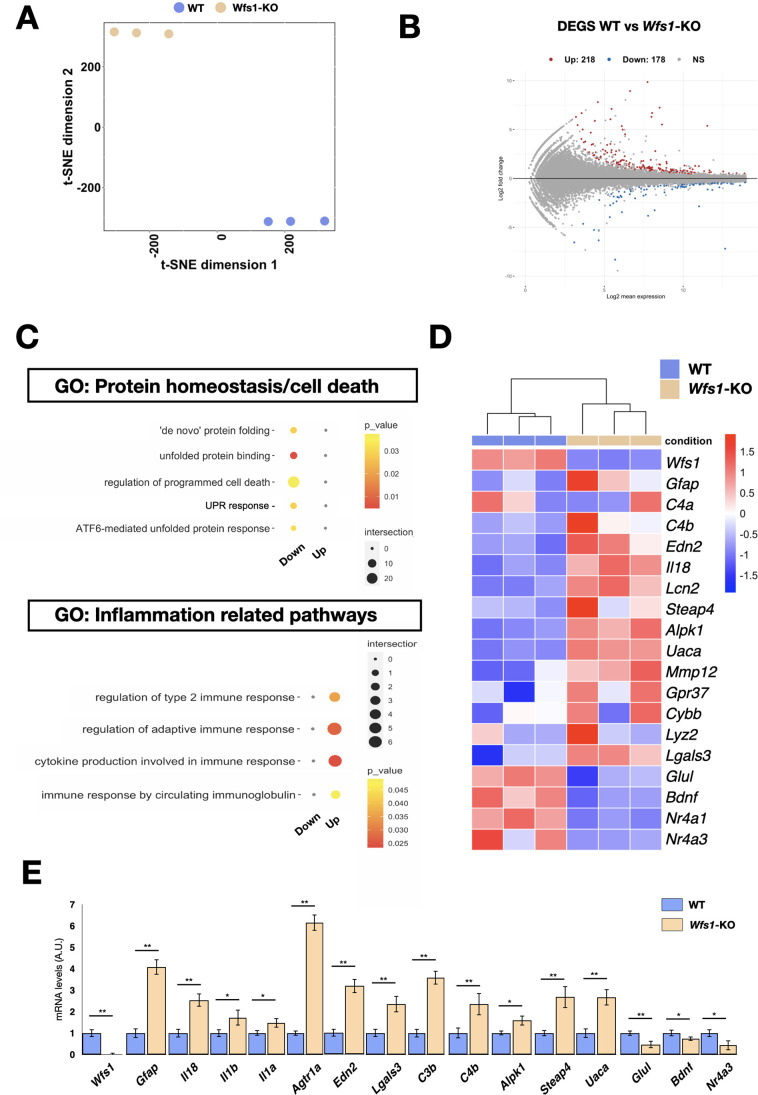
Transcriptome analysis of *Wfs1* mutant and control retinas. (**A**) Whole-transcriptome analysis using the t-Distributed Stochastic Neighbor Embedding (t-SNE) analysis with a view of the sample distribution along the first two dimensions. (**B**) Significantly up- (red) and down- (blue) regulated genes among the transcriptomic profiles of the samples, shown as highlighted dots in the MA plots. Number of differentially expressed genes (DEGs) (up = 218; down = 178). (**C**) GO-term categories relative to transcriptional analysis, as in RNA-seq dataset calculated in the list of genes downregulated in *Wfs1* mutant retinas. (**D**) Heatmap showing genes normalized count RPKM associated with inflammatory pathways. (**E**) Boxplot depicting the distribution of gene expression levels, confirming their trends in RNAseq. (n=3 *p<0.05; **p<0.01; ***p<0.001, Student *t*-test).

**Figure 4.**
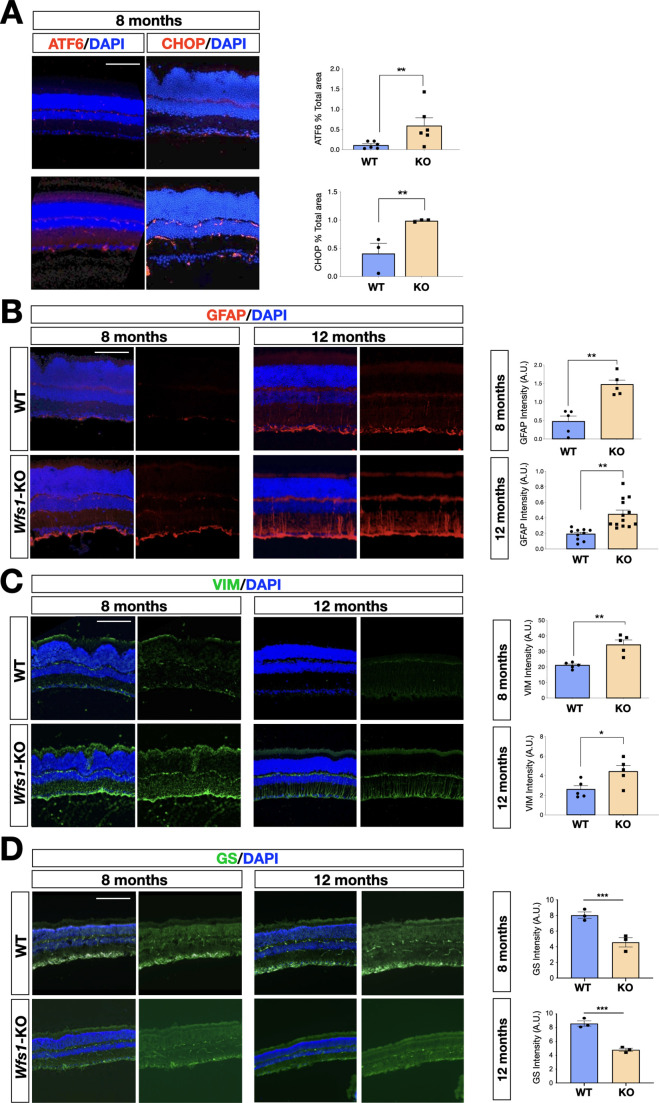
Representative immunohistochemical analysis in wild-type and *Wfs1* mutant retinal tissues at 8 and 12 months of age. (**A**) Representative images and relative quantification of ATF6 and CHOP immunofluorescence signal in wild-type (WT) and *Wfs1* mutant (KO) retinas at 8 months of age. On the right, quantification of the signal (n=5, ATF6; n=12, CHOP, **p<0.01, Student *t*-test). Data are presented as mean ± SEM. Scale bar: 100 µm. (**B**) Representative images of GFAP immunofluorescence in 8- and 12-month-old retinas. On the right, quantification of the signal (n=5, 8 months; n=13, 12 months, **p<0.01, Student *t*-test). Data are presented as mean ± SEM. Scale bar: 100 µm. (**C**) Representative images of Vimentin (VIM) immunofluorescence in 8- and 12-month-old retinas. On the right, quantification of the signal intensity of VIM in wild-type (WT) and *Wfs1* mutant (KO) retinas. (n=5, *p<0,05, **p<0.01, Student *t*-test). Data are presented as mean ± SEM. Scale bar: 100 µm. (**D**) Representative images and relative quantification of the glutamine synthetase (GS) immunofluorescence signal in wild-type (WT) and *Wfs1* mutant (KO) retinas at 8 and 12 months. Data are presented as mean ± SEM. (n=3, **p<0.01, Student *t*-test). Scale bar: 100 µm.

**Figure 5.**
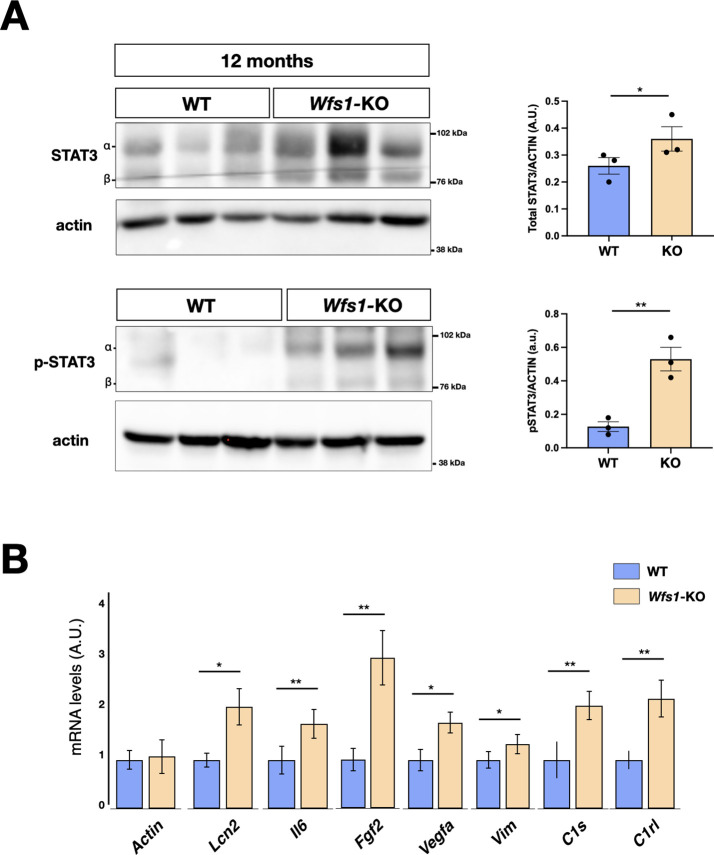
Impaired signal transducer and activator of transcription 3 (STAT3) signaling in *Wfs1* mutant mice. (**A**) Representative immunoblotting of pSTAT3 and total STAT3 endogenous protein levels in adult retinae from WT and *Wfs1* KO mice at 12 months of age. The ratio of p-STAT3 versus total signal transducer and activator of transcription 3 (STAT3) is shown in the graph after normalization over the respective protein load (actin). Quantification of pSTAT3/STAT3 protein signal intensity was performed in 12 months mice retinae (eyes from n=3 animals, *p<0.05; **p<0.01, Student *t*-test). Data are presented as mean ± SEM. (**B**) Boxplot depicting the distribution of expression levels of STAT3 regulated genes (p<0.05; **p<0.01; ***p<0.001, Student *t*-test). Figure 5—source data 1.Original western blot images used to make Figure 5A.

### Proteomics analysis of *Wfs1* mutant retinas

Given that relative few genes showed altered expression levels in *Wfs1* mutant retinas, we postulated that additional key changes can be determined only at protein level. In fact, wolframin regulates the function of several proteins that control ER physiology and ER-mitochondrial interactions through post-transcriptional mechanisms. Thus, we collected eyes from WT and *Wfs1* mutant mice at 8 months and isolated the retinas with their optic nerves to carry out label-free LC-MS comparative proteomics (Figure 6A). Three biological replicates for each of the two genotypes were analysed in triplicate and aligned through Multidimensional Algorithm Protein Mapping (Comunian et al., 2011). Overall, 2046 proteins were identified (Supplementary file 1) and the virtual 2D map showed the ability of the shotgun approach to identify proteins in a wide range of molecular weight and isoelectrical point (Figure 6—figure supplement 1). In this study, a label-free quantification was applied, considering the total number of peptides (evaluated as Peptide Spectrum Matches or Spectral Count) for each protein. The quantitative analysis, combined with statistical evaluation, led to the identification of 21 differentially expressed proteins between the two genotypes with 9 upregulated and 12 downregulated in the *Wfs1*-KO compared to the WT condition (Figure 6B and Supplementary file 1). Notably, the most upregulated protein upon *Wfs1* gene loss was GFAP, confirming increased gliosis described earlier in the mutant retinas (Figure 6B). Conversely, among the most downregulated molecules in mutant samples, we identified MCT1 (Slc16a1) and basigin. MCT1 belongs to the family of monocarboxylate transporters (MCTs) that promotes the transport across cell membranes and the shuttling between cells of energy metabolites as lactate, pyruvate or ketone bodies (Felmlee et al., 2020; Bosshart et al., 2021). Basigin (known also as CD147) is a glycoprotein which assembles with MCT1 promoting its trafficking from ER and its stabilization on the cell membrane (Kirk et al., 2000). In brain, MCTs govern the extracellular release of lactate from glycolytic astrocytes and its transfer into neurons where it is oxidized to generate ATP (Brooks, 2018; Magistretti and Allaman, 2018). This astrocyte-to-neuron lactate shuttle strengthens the metabolic coupling between glial and neuronal cells providing a rapid and tunable energy substrate to sustain the highly dynamic metabolic demand of neurons. To confirm the proteomics results, western blotting for MCT1 was performed on independent retinal tissue samples confirming a strong downregulation of this transporter both at 5 and 8 months of age (Figure 6C). Similarly, a marked reduction of basigin was detectable in mutant retinas at 5 months of age (Figure 6C). In contrast, MCT2 levels were found upregulated in 8 months old mutant retinas (Figure 6C). Thus, loss of MCT1 and basigin is detectable months in advance respect to the frank degeneration suggesting that the pathological process proceeds with a relatively slow progression before leading to clinically relevant symptoms. Intriguingly, MCT1 loss was detectable also in brain cortical and striatal tissue samples in 8 months old *Wfs1*-deficient mice (Figure 6D). To further assess wolframin and MCT1 functional relationship, we chose HeLa cells that express wolframin at appreciable levels and inactivated the gene by CRISPR/Cas9 targeted indel mutations (Figure 6—figure supplement 2). Interestingly, MCT1 protein levels were strongly downregulated in *WFS1*-deficient HeLa cells, but not in equivalent cells that underwent the same technical procedures but without the successful inactivation of *WFS1* (Figure 6—figure supplement 2). These results suggest that the wolframin-dependent regulation of MCT1 protein levels is not restricted only to the retina but is a more general phenomenon. To determine the causal relationship between wolframin and MCT1, we transiently expressed *Mct1*-V5 and *Wfs1*-mCherry constructs in HEK293 and performed co-immunoprecipitation experiments. Interestingly, MCT1-V5 was efficiently retrieved from the *Wfs1*-mCherry immunoprecipitated samples indicating that the two proteins can interact together (Figure 6E).

**Figure 6.**
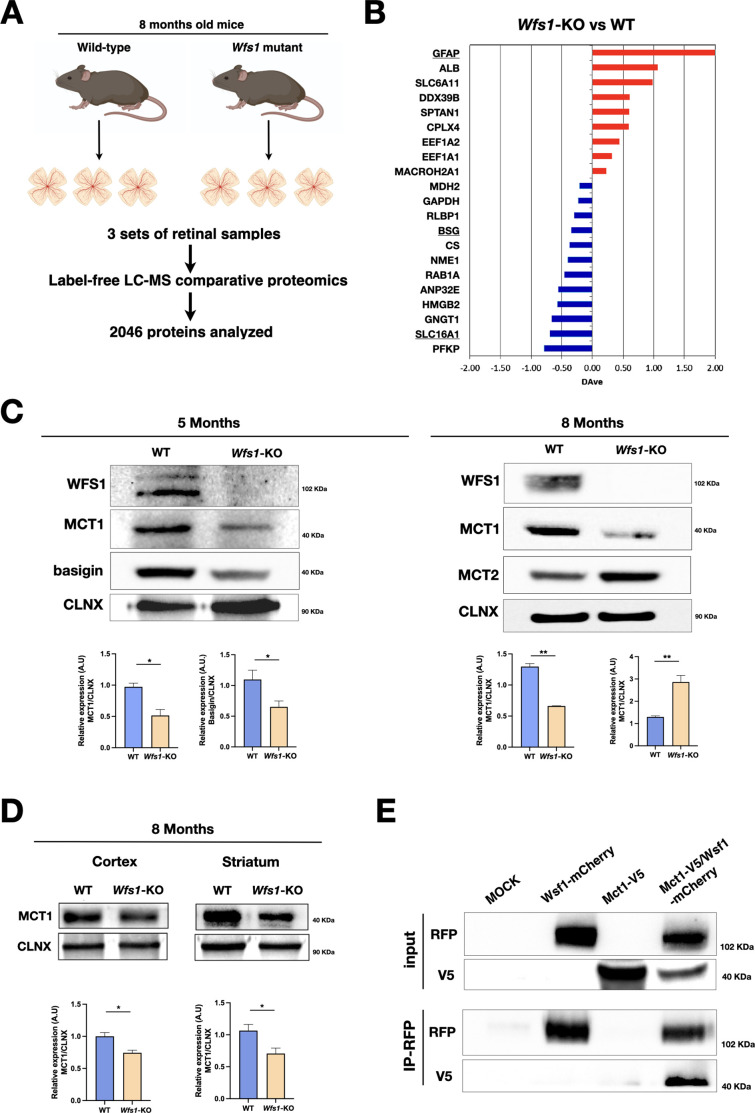
*Wfs1* mutant retinas show altered MCT1, MCT2 and basigin protein levels. (**A**) Schematic representation of the label-free LC-MS comparative proteomics approach used to analyze three set of retinae tissue samples from WT and *Wfs1* mutant mice at 8 months of age. Proteomics analysis of biological replicates for each of biological conditions identified 2046 total proteins. (**B**) Differentially expressed proteins comparing wild-type (WT) and *Wfs1* mutant (KO) mice at 8 months with p-value more significant than 0.05. The positive/red and negative/blue values indicate proteins with levels higher in KO or WT conditions, respectively. (**C**) Representative Western blot images and analysis of basigin, MCT1 and MCT2 signals in 5- and 8 months mice WT and *Wsf1* KO retinas with their relative quantifications. Calnexin (CLNX) was used as loading control. Data are presented as mean ± SEM (Student t-test, *p<0.05; **p<0.01). (**D**) Representative immunoblots and their relative quantifications for MCT1 protein levels in brain cortical and striatal samples in 8 months old wild-type (WT) and *Wfs1*-KO animals. Calnexin (CLNX) was used as loading control. Data are presented as mean ± SEM (Student *t*-test, *p<0.05). (**E**) Representative IP analysis from HEK293T transfected cells with the indicated constructs: *Wfs1*-mCherry and *Mct1*-V5. RFP-immunoprecipitation was performed, and blot revealed for RFP and V5, showing the proposed interaction between wolframin and MCT1 in co-transfected condition. Figure 6—source data 1.Original western blot images used to make Figure 6C. Figure 6—source data 2.Original western blot images used to make Figure 6D. Figure 6—source data 3.Original western blot images used to make Figure 6E.

**Figure 6—figure supplement 1.**
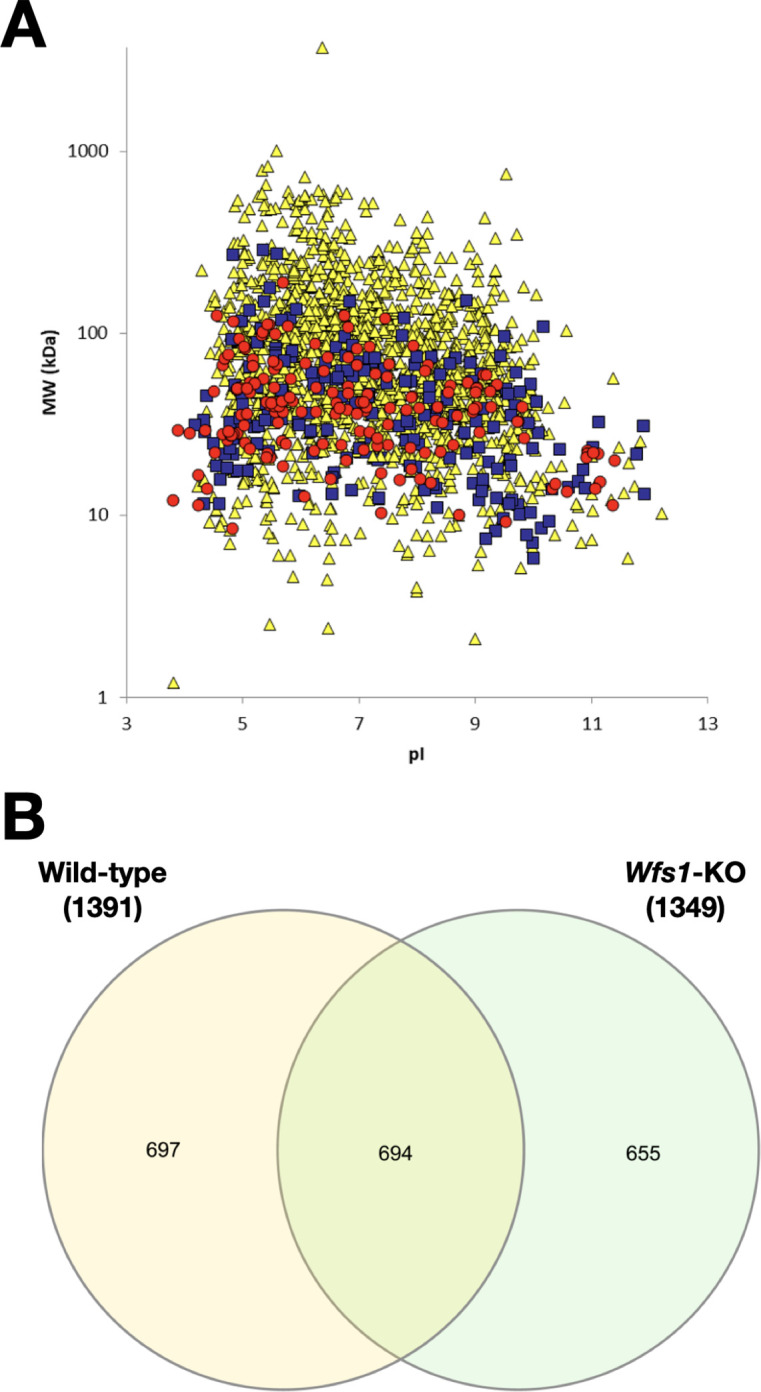
General analysis of the proteomics output and identified proteins. (**A**) Virtual 2D maps, based on theroretical MW and pI of proteins. Color/shape code is assigned to each protein according to the corresponding PSM value; PSM = 1,>1 and<5, and >5 are depicted in yellow/triangle, blue/square, and red/circles, respectively. (**B**) Venn diagram of identified protein in wild-type (WT) and *Wfs1* mutant (KO) retinal samples. The area of intersection is related to shared proteins.

**Figure 6—figure supplement 2.**
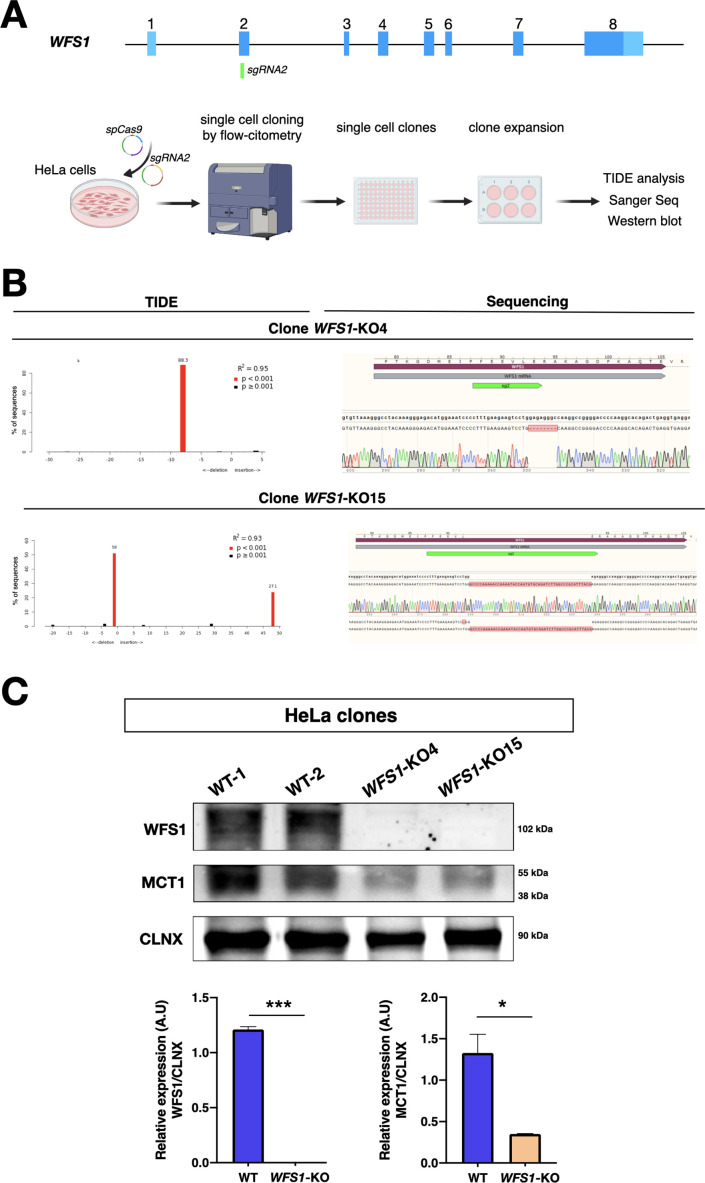
MCT1 protein loss in *WFS1* mutant HeLa cell clones. (**A**) Top: illustration of the human *WFS1* genomic locus and relative position of the sgRNA2. Bottom: schematic outline of the strategy for targeting exon 2 of the *WFS1* gene in HeLa cells by CRISPR/Cas9. (**B**) Tide analysis and relative Sanger sequencing of the two *WFS1* mutant HeLa cell clones (KO4 and KO15). (**C**) Representative western blot images of WFS1 and MCT1 protein levels in *WFS1* mutant and control HeLa cell lines and their relative quantifications. Data are presented as mean ± SEM (Student t-test, *p<0.05; ***p<0.001, Student *t*-test). Figure 6—figure supplement 2—source data 1.Original western blot images used to make Figure 6—figure supplement 2C.

### MCT1 loss causes lactate shuttle defects in *Wfs1* mutant retina and optic nerve

Since each MCT isoform has different preferential localization on neuronal or glial cells and *Wfs1* expression in retina is not precisely defined, we next exploited a recently generated scRNA-seq of adult retinal tissues (Fadl et al., 2020) to determine their expression patterns at single cell resolution. Interestingly, *Wfs1* and *Slc16a1* were found predominantly co-expressed in glial and photoreceptor cells (Figure 7A). Conversely, expression of *Slc16a7*, encoding for MCT2, was restricted to the retinal neuronal lineage similarly to its selective cell type expression in the brain (Figure 7A; Pierre and Pellerin, 2005). We also confirmed that both wolframin and MCT1 proteins were detectable in lysates of isolated optic nerves (Figure 7B). Immunofluorescence analysis on optic nerve sections revealed that wolframin and MCT1 were mainly localized in MBP positive oligodendrocytes wrapping the axonal fibers (Figure 7C, Figure 7—figure supplement 1). Seminal findings have shown that myelin sheaths play a key role in glial-axonal metabolic support by shuttling metabolites like lactate and pyruvate toward axons to fuel the local energy demand (Fünfschilling et al., 2012; Lee et al., 2012). This trophic support is mediated by both MCT1 and MCT2 localized into oligodendroglia and axons, respectively (Halestrap and Price, 1999). This process is crucial for energy homeostasis since MCT1 specific inactivation in oligodendrocytes or Schwann cells leads to late-onset axonal degeneration (Jha et al., 2020; Philips et al., 2021). Thus, it is plausible that *Wfs1* gene loss might affect MCT1 protein levels in the optic nerve myelin and the transfer of lactate within the axonal tracts. If this is the case, it is expected that lactate should accumulate in oligoglial cells that are not able to metabolize themselves the large intracellular quantities. Biochemical quantifications in both retinas and isolated optic nerves showed a prominent accumulation of lactate in *Wfs1* mutant samples (Figure 7D). Given the failure to traffic lactate outside the oligoglial cells, both *Wfs1*-deficient cell bodies and axons of RGCs are concurrently deprived of a key energy metabolite. In fact, ATP levels were found significantly downregulated in *Wfs1* mutant optic nerve and retinal lysates (Figure 7E). Thus, these findings unveil a key role of wolframin in maintaining physiological levels of MCT1 on glial cells to support the correct transfer of energy metabolites both within cell bodies and axons of RGCs (Figure 7F).

**Figure 7.**
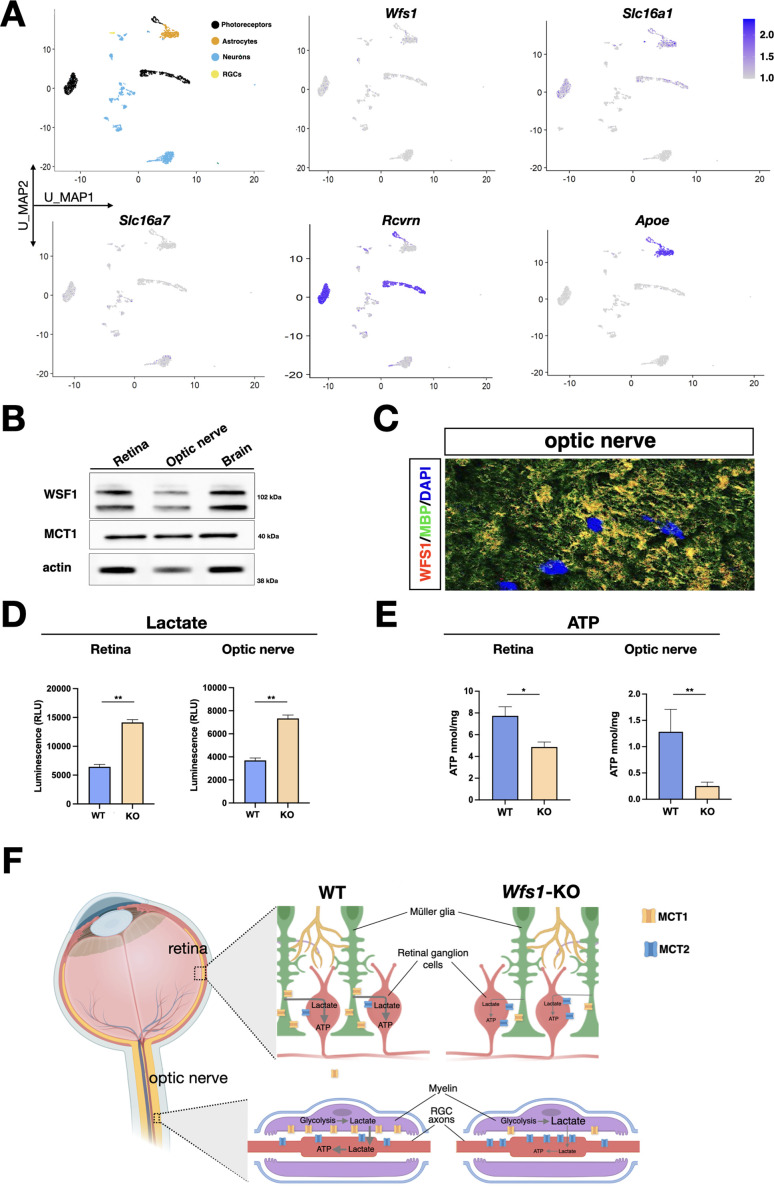
Metabolic alterations in *Wfs1* mutant retinas and optic nerves caused by MCT1 downregulation. (**A**) Umap of the GSE153673 dataset of scRNA-seq of wild-type (WT) mouse retina showing in the first panel the main cell type composition colored by cluster followed by feature plots colored by expression level of the genes of interest (log2 expression). (**B**) Representative western blot showing wolframin and MCT1 protein levels in wild-type (WT) murine retinal, optic nerve, and brain lysates. Actin was used as loading control. (**C**) Representative image of colocalization of WFS1 (red) and MBP1 (green) in WT mice optic nerve section. Scale bar: 10 µm. (**D, E**) Quantification of lactate (**D**) and ATP (**E**) in WT and *Wfs1* KO mice retinae and optic nerve shows an increase of lactate level and a reduction of ATP level in *Wfs1* KO mice, respectively. Data are presented as mean ± SEM. (*p<0.05; **p<0.01, Student *t*-test). (**F**) Illustration of the key role of wolframin in maintaining physiological levels of MCT1 on glial cells to support the correct transfer of energy metabolites in retina and optic nerve. In *Wfs1* mutant retina and optic nerve, MCT1 loss results in a concomitant accumulation of lactate and loss of ATP with compensatory increased levels of MCT2 on neuronal cell bodies and axons. Figure 7—source data 1.Original Western blot images used to make Figure 7B.

**Figure 7—figure supplement 1.**
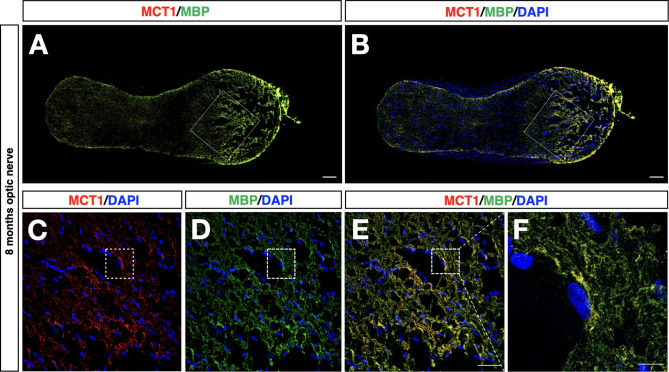
MCT1 protein localization in the mouse optic nerve. (**A,B**) Low-magnification images of adult mouse optic nerve longitudinal sections immunostained for MCT1 and MBP. Scale bars: 100 µm. (**C–F**) High-power images of adult mouse optic nerve tissue immunodecorated for MCT1 and MPB showing a significant co-localization between the two stainings. Image in F is a higher magnification image of the dashed squares in C-E for highlighting MCT1 and MBP intracellular co-localization. Scale bars: (**C–E**) 50 µm; (**F**), 10 µm.

## Discussion

Herein, we exploited unbiased transcriptomics and proteomics quantitative profiling coupled with biochemical and molecular analyses on isolated retinal tissues to disclose new mechanistic insights on RGC degeneration occurring in the WS1 mouse model. In fact, although ER stress and mitochondrial dysfunctions are unequivocally associated with *Wfs1* inactivation, they alone cannot be the cause of the specific cell type loss within the retina occurring in this disease. The retina is a complex assembly of multiple neuronal cell types and photoreceptors that are expected to be comparably sensitive to ER and mitochondrial functional impairments. Herein, we provided unprecedented findings revealing the exact molecular alterations caused by the chronic neuroinflammatory state and the pervasive bioenergetic failure occurring before the development of severe visual deficits in *Wfs1* mutant mice. Beyond the upregulation of prototype markers of inflammation in astrocytes and microglia, we also showed the downregulation of GS and BDNF that are key molecules in glial homeostasis and cell survival. GS catalyzes the conversion of ammonia and glutamate to glutamine, a precursor of glutamate and GABA, which shuttles from astrocytes to neurons (Jayakumar and Norenberg, 2016; Rose et al., 2013). Thus, GS impairment might lead to reduce clearance of extracellular brain glutamate and ammonia, glutamine deficiency, and perturbed glutamatergic and GABAergic neurotransmission. Although these findings identify a new pathological mechanism in WS1, this impairment is expected to equally affects retinal cells and to lie rather downstream to the chain of pathological events. Unbiased proteomics profiling of retinal and optic tissue samples enabled us to identify MCT1 and basigin as significantly downregulated upon *Wfs1* gene inactivation. MCT1 is the main monocarboxylate transporter in glial cells that promotes the shuttling of lactate toward neurons to sustain their elevated energy demand. Intriguingly, we confirmed a simultaneous upregulation of MCT2, the isoform predominantly localized on neuronal cell bodies and axons indicating a compensatory response of the target cells to maximize the entrance of lactate despite its poor extracellular availability (Figure 7F). MCT1 loss was detected both in *Wfs1* mutant retinal and optic nerve samples with concomitant accumulation of lactate and reduction of ATP. Notably, we showed that *Wfs1* expression is enriched in retinal glia and wolframin co-localizes with oligodendrocyte-forming myelin in the optic nerve confirming the co-expression with MCT1 at single-cell resolution. Among all retinal neurons, RGCs are the unique neuronal cells with myelinated axons that travel long distances within the optic nerve to reach their brain targets. Thus, these neurons are predicted to have much higher metabolic needs respect to retinal interneurons that feature short-distance and unmyelinated projections contained within the retina. Thus, we postulate that the simultaneously loss of MCT1-dependent lactate transfer from glial cells to cell bodies and axons of RGCs represent a key pathological event which predominantly undermine the survival of this specific retinal cell type in *Wfs1* mutant animals. On this view, mice with only one *MCT1* gene copy develop axonal degeneration by 8 months of age and selective *MCT1* inactivation in oligodendrocytes causes axonal injury (Lee et al., 2012; Philips et al., 2013). Thus, these results in mouse together with observations of *MCT1* expression alterations in human neurodegenerative disease (Lee et al., 2012; Andres Benito et al., 2018; Tang et al., 2019), strongly point to MCT1-dependent bioenergetic loss as causative for neuronal function alterations and neurodegeneration. Although we described metabolic alterations both in retina and optic nerve in *Wfs1* mutant animals, the first detectable pathological sign is the myelin derangement in the optic nerve. These observations indicate that the optic nerve damage and axonal functional impairment likely represent the initial pathological defects caused by *Wfs1* deficiency. Remarkably, Barboni et al., 2022 have recently described that in WS1 patients the RNFL thickness shows a fast decline since early age which precedes of about a decade the atrophy of the cellular bodies of RGCs. Thus, experimental findings in mice and patients converge in highlighting RGC axonal damage as the first disease sign in WS1. Moreover, our results uncover chronic bioenergetic failure as an unprecedented new pathological mechanism at the basis of the selective loss of RGC responsible for visual loss in WS1.

Neuroinflammation and MCT1-dependent energy insufficiency represent likely two independent phenomena triggered by separate *Wfs1* dependent pathways. However, chronic inflammation causes a loss of astrocyte-oligodendrocyte gap junctions (Markoullis et al., 2014). These intercellular gap junctions enable the shuttle of glucose from the blood circulation to oligodendrocytes through astrocyte intermediates (Wasseff and Scherer, 2011). Thus, astrocytosis can reduce glucose availability in oligodendrocytes and consequently its metabolic support to axons. On this view, MCT1 downregulation and astrocytosis create a pathological axis that synergistically impairs oligodendrocyte metabolic support capabilities.

Several hypotheses can provide an explanation of the loss of MCT1 and basigin based on the known functions of wolframin. First, wolframin was shown to direct vesicle trafficking from ER to the cell periphery and this function can sustain the delivery of specific client proteins (i.e. MCT1 and basigin) to the cell membrane. Second, wolframin can stabilize MCT1 and basigin on the membrane and therefore protect them from selective degradation. Finally, wolframin-dependent ER stress might particularly affect the stability of selective proteins. An additional hypothesis is that wolframin has a general facilitatory role in the assembly of oligomeric protein assemblies. In fact, a previous study reported the concomitant loss of both alpha and beta-subunits of the Na^+^/K^+^ ATPase suggesting a possible role of wolframin in the correct folding and assembly of multimeric complexes in ER (Zatyka et al., 2008). Future studies will be necessary to determine if one or more of these mechanisms are responsible for MCT1/basigin protein reduction upon wolframin loss. Our results indicate that wolframin regulates MCT1/basigin protein processing and/or stability also outside the retina causing other symptoms associated with Wolfram syndrome. In fact, MCT1 is strongly enriched in brain astrocytes and oligodendrocytes and sustain the lactate shuttle towards neuronal cells and their metabolic fitness and survival (Fünfschilling et al., 2012; Lee et al., 2012). Thus, MCT1 loss in the CNS might contribute to diffuse neurodegeneration underlying the progressive brain volume loss occurring in WS1 patients. Finally, MTC1 is the most abundantly expressed lactate transporter in peripheral nerves and its inactivation in Schwann cells leads to hypomyelination and functional deficits in sensory, but not motor, peripheral nerves (Jha et al., 2020). Intriguingly, WS1 patients might develop peripheral neuropathy with increased impairment of the sensory component (Liu et al., 2006). Future studies are warranted to determine lactate metabolism dysregulation in brain and peripheral neurons in *Wfs1* mutant mice.

These results have also profound implications on future strategies for gene therapy in WS1. In fact, given the selective RGC loss, research activities are in progress to establish gene therapy approaches to express a functional *Wfs1* gene copy in RGCs in *Wfs1* mutant mice. However, given our results we expect that this design will not efficiently prevent RGC dysfunction and subsequent loss. In contrast, *Wfs1* gene activity should be restored in glial cells of the retina and optic nerve in order to correct the trafficking of energy metabolites and sustain the bioenergetics of RGC cell bodies and axons. Altogether, by revealing new pathophysiological mechanisms underlying visual loss in *Wfs1* mutant mice these findings uncover unprecedented therapeutic directions for WS1 calling for the exploitation of pharmacological strategies for metabolic support based on boosting glucose alternative energy substrates (Camandola and Mattson, 2017; Beard et al., 2022).

## Materials and methods

### Animals

The *Wfs1*^exon8del^ targeted mouse model was a kind gift of M. Plaas and colleagues (Luuk et al., 2008). Mice were genotyped by multiplex PCR for assessing both WT and mutant alleles using primers *Wfs1*-KO_wtF2 5’ TTGGCTTGTATTTGTCGGCC, NeoR1 5’ GACCGCTATCAGGACATAGCG and *Wfs1*-KO_uniR2 5’ CCCATCCTGCTCTCTGAACC (Raud et al., 2015). Mice were maintained on a C57BL/6 J background at San Raffaele Scientific Institute Institutional mouse facility (Milan, Italy). All procedures were performed according to protocols approved by the internal IACUC and reported to the Italian Ministry of Health according to the European Communities Council Directive 2010/63/EU.

### Optical coherence tomography analysis and fluorescein angiography

Optical coherence tomography (OCT) and fluorescein angiography (FA) were performed in collaboration with the CIS (Experimental Clinical Imaging) facility of San Raffaele Scientific Institute (Milan) as previously described (Buccarello et al., 2017), using the Micron IV instrument (Phoenix Research Laboratories, Pleasanton, CA, United States). Briefly, after anaesthesia, mydriasis was induced by administering a drop of tropicamide 0.5% (Visumidriatic, Tibilux Pharma, Milan, Italy) in each eye. OCT images were acquired by performing a circular scan of 550 μm of diameter around the optic nerve head. Both eyes were examined, and the results were averaged. The segmentation of retinal layers was performed using Insight software (Phoenix Research Laboratories, Pleasanton, CA, United States), OCT was followed by the FA study. A solution of 1% fluorescein (5 ml/kg Monico S.p.A., Venezia, Italy) was administered by a single intraperitoneal injection (100 μL). For each animal, the images of central and peripheral retinal vasculature were acquired.

### Photopic electroretinogram (pERG) recordings

pERGs were recorded after 10 min of light adaptation under intraperitoneal anaesthesia (80 mg/kg ketamine, 10 mg/kg xylazine). Pupils were dilated with 0.5% tropicamide and moisturized with ophthalmic gel (2% hydroxypropylmethylcellulose) to avoid eye drying. Body temperature was maintained with a homeothermic blanket system at 36.5 ± 0.5 °C. pERG was recorded from one eye at a time using a corneal electrode connected via flexible cables to a Micromed amplifier, as reported previously (Marenna et al., 2020). Each session included 3 trains of 10 flash stimuli (with 130 mJ intensity, 10ms duration and 0.5 Hz frequency) delivered with a flash photostimulator (Micromed, Mogliano Veneto, Italy) placed at 15 cm from the stimulated eye. pERGs were acquired with Micromed System Plus Evolution at a sampling frequency of 4096 Hz, coded with 16 bits, bandpass-filtered (5–100 Hz), and notch filtered (50 Hz). Implicit time of PhNR was measured, together with its corresponding amplitude (from baseline to negative PhNR peak). Left and right eyes were averaged to obtain single values for each animal.

### Visual evoked potential (PEV) recordings

Before recording procedures, mice were placed in a dark room and allowed to adapt to darkness for 5 min. Mice were intraperitoneally anesthetized (80 mg/kg ketamine, 10 mg/kg xylazine) and adequate level of anesthesia was verified by checking for the presence of tail-pinching reflex. Body temperature was maintained at 36.5 ± 0.5 °C by a homeothermic blanket system with a rectal thermometer probe. Both eyes were dilated with 0.5% tropicamide and protected using ophthalmic gel. Non-invasive epidermal VEPs were recorded using a 6 mm Ø Ag/AgCl cup electrode placed on the shaved scalp over V1, contralateral to the stimulated eye (1 mm anterior to interaural line and 2.5 mm contralateral to flash stimulation) and a needle electrode was inserted in the snout for reference. The cup was fixed with electro-conductive adhesive paste and at the end of first eye recording, it was placed on the opposite hemisphere to acquire VEPs from the contralateral eye, as described previously (Marenna et al., 2019). For each VEP recording session, 3 trains of 20 flash stimuli (with 260 mJ intensity, 10ms duration and 1 Hz frequency) were delivered with a flash photostimulator (Micromed, Mogliano Veneto, Italy) placed at 15 cm from the stimulated eye, while the contralateral eye was covered. VEPs from both eyes were acquired and measured offline with Micromed System Plus Evolution software at a sampling frequency of 4096 Hz, coded with 16 bits, bandpass filtered (5–100 Hz) and notch filtered (50 Hz). Latency of the first negative peak (N1) and peak-to-peak amplitude (N1-P2) were measured, and then left and right eyes were averaged to obtain single values for each mouse.

### Visual acuity assessment using the optomotor reflex system

The spatial frequency threshold (‘visual acuity’) of the optomotor reflex index was determined using the Optodrum instrumentation (Striatech, Germany). Briefly, freely moving mice were placed on an elevated platform and exposed to vertical sine-wave gratings rotating at 12°/s. Spatial frequency of the grating at full contrast was gradually increased until the mice no longer were tracking the grating with reflexive head movements in concert with the rotation. The results are averaged for right- and left-eye acuity. Mice were tested within 5 hr of their daylight hour onset.

### Transmission electron microscopy analysis and morphometric evaluation of optic nerve fibers

The samples were fixed for 1 hr at 4 °C with 2,5% glutaraldehyde, 4% PFA in 0.1 M cacodylate buffer, pH 7.35. Fixation buffer was removed and cells washed 3 x with 0.1 M cacodylate buffer, pH 7.35 post-fixed in 2% OsO4 solution for 1 hr, and stained in 1% uranyl acetate for 1 hr at room temperature. After dehydration, specimens were embedded in Epon resin. Ultra-thin sections (about 70 nm) were stained with uranyl acetate and lead citrate and were examined by electron microscopy (Fei Talos L120CG2). For fiber counts, regions were randomly selected to minimize the bias due to fibre size distribution along the nerve. Over 200 nerve fibres (on average) were counted from individual mice (4–6 animals from each group). All nerve fibres and axon analysis were executed using AxonJ plugin of Fiji software (Marenna et al., 2019). Total Axon area quantifications were performed on binned and gaussian blurred images and the total was normalized per field of view area. Area based g-ratio (axon area divided by axon area plus myelin area) were used.

### Tissue collection and immunohistochemistry

Animals were euthanized and the eyes and brains collected and subjected to the different procedures based on the type of analysis. In particular after visual functional and structural analysis, mice were sacrificed and eyes with optic nerves were harvested for light and electron microscopic evaluation. Dissected retinas were fixed in 4% (w/v) PFA overnight, washed in PBS and soaked in cryoprotective solution (30% sucrose in PBS) overnight. Then, embedding in OCT Compound (VWR) was performed and eye tissues were cryo-sectioned in 18µm-thick sections and subjected to immunostaining. Where indicated, RGC density in the ganglion cell layer was determined for each eye by counting the number of cells over a 300 μm distance in serial sections representative of the full retina. For protein/RNA isolation, freshly collected retinas were flash frozen on dry-ice and stored until extraction. For all other tissues collection, mice were previously anesthetized and transcardially perfused with 0.1 M phosphate buffer (PB) at room temperature (RT) at pH 7.4. Subsequently, tissues were collected and post-fixed (for IF/IHC analysis) or flash frozen on dry ice (for RNA/Protein extraction) as needed. For immunohistochemistry, retinas were fixed in 4% of PFA, soaked in cryoprotective solution (30% sucrose in PBS), flash frozen and cut into 50 μm slices. Next, the slices were permeabilized with 3% H_2_O_2_, 10% methanol and 2% of triton for 20 min. After three washes, the slices were treated with the blocking solution (3% BSA, 0.1% tween 20) and incubated with the primary antibody over night at 4 °C. For the immunofluorescence, the secondary antibody was added, and the slices mounted for the imaging.

### Western blot analysis

Samples were homogenized in RIPA Buffer (Tris- HCl 100 mM pH 7.4, NaCl 150 mM, EGTA 1 mM, Triton 0.5%, SDS 0.1% with protease (2%) and phosphatase (10%) inhibitors (Roche)). After a 30-min incubation at 4 °C, lysates were centrifuged at 13,000 g for another 30 min and the supernatant was collected into new Eppendorf tubes. Present proteins were then quantified using the Pierce BCA Protein Assay (Thermo Scientific). Electrophoretic run of samples containing 30 μg of proteins was performed on precast NuPAGE 3–8% or 4–12% Tris-Acetate Protein Gels (Thermo Fisher Scientific), or on home-made acrylamide gels 8–15%. After the run (30–60 min at 150 V), proteins were transferred to a nitrocellulose membrane using the Trans-Blot Turbo RTA Mini Nitrocellulose Transfer Kit (Biorad). To block the unspecific sites, membranes were incubated for 1 hr at RT in 5% non-fat dry milk (5% BSA where indicated), 0.1% PBS-Tween solution and then with the primary antibody (antibodies specifics are listed in Supplementary file 2) diluted in the same solution overnight at 4 °C. The day after, membranes were incubated for 1 hr at RT with the secondary antibody (Polyclonal Goat Anti-Rabbit Immunoglobulins/HRP, Dako; Polyclonal Goat Anti-Mouse Immunoglobulins/HRP, Dako) prepared in the same blocking solution at a dilution of 1:10,000. After several washes, membranes were revealed with SuperSignal West Pico PLUS Chemiluminescent Substrate ECL (Thermo Fisher Scientific). Chemiluminescence was detected using ChemiDoc Gel Imaging System (Biorad). Finally, band densitometry relative to control was calculated using ImageLab software, normalized on housekeeping as indicated in each figure (calnexin and actin).

### Co-immunoprecipitation assays

For co-immunoprecipitation (Co-IP) experiments, HEK-293T cells were cultured in 10 cm dishes. Expression vectors with *Wfs1*-mCherry and *Mct1*-V5 were used for transient transfection in cells. Cells were lysed in IP buffer (Tris-HCl pH 7.5 20 mM, NaCl 150 mM, EDTA 1 mM, EGTA 1 mM, 1% Triton X-100, Protease inhibitors and Phosphatase inhibitors in milli-Q) for 30 minutes at 4 °C, vortexing every 10 min. Then the lysed cells were centrifuged for 10 min at 14,000 g at 4 °C to pellet the debris. The supernatant was collected, and proteins were quantified using the Pierce BCA Protein Assay kit (ThermoFisher Scientific). From each sample, 60 μg were kept as the INPUT, which corresponds to the cell lysate before being co-immunoprecipitated. After that, the same amount of the remaining protein was taken from all samples (accordingly to that of the limiting sample) and brought to a final volume of 450 μL with IP buffer. Generally, not less than 2 mg were used as starting material for the subsequent IP procedure. Protein lysates were pre-cleared 1 hr at 4 °C on a rotating wheel with 50 μl of previously washed Dynabeads Protein G (Invitrogen, Thermo Fisher Scientific), to avoid aspecific bindings. The samples were then centrifuged at max speed for 10 min to precipitate the beads. The supernatant was then collected and incubated overnight at 4 °C on the rotating wheel with the antibodies anti-V5 or anti-RFP (the antibodies with their relative dilutions are listed in Supplementary file 2). The day after, each sample was incubated with 100 μl of washed beads for 2 hr at 4 °C on the rotating wheel, in order to precipitate the proteins bound to the antibodies. After that, using the magnetic particle concentrator (DynaMag-Spin, Invitrogen), the fluid was collected as the unbound, representing the protein fraction that was not co-immunoprecipitated. Then, still using the magnet, the beads were washed 8 times with 1 mL of IP buffer. The beads were resuspended in 100 μl of Laemmli buffer 1 X and boiled at 95 °C for 5 min, to detach the proteins from the beads. The co-immunoprecipitated fraction was separated from the beads with the magnet and collected in a new Eppendorf. The unbounds were supplemented with 100 μl of Laemmli buffer 4 X, while the INPUTs were additioned with Laemmli buffer 4 X and an appropriate amount of H_2_O to bring the concentration of the buffer to 1 X, reaching a final volume of 32 μl. The negative controls were obtained by immunoprecipitating the double transfected cells lysates with an isotype control (a non-specific antibody of the same species and isotype of the specific antibody used for the Co-IP).

### RNA-Seq and computational analysis

For transcriptome analysis, total RNA was extracted and purified with the QIAGEN RNeasy Micro Kit from freshly enucleated eyes from 8-month-old mice (n=3 control vs n=3 *Wfs1*-deficient mice). Sequencing was performed by GENEWIZ sequencing company (Germany). FASTQ reads were quality checked with FastQC (v 0.11.9) and adaptors trimmed with Trimmomatic (v 0.40) (Bolger et al., 2014), specifying default parameters. High-quality trimmed reads were mapped to the mm10 reference genome with STAR aligner (v 2.7.9 .a) using the latest GENCODE main annotation file. The construction of the gene count matrix was done using featureCounts (Liao et al., 2014) on.bam files generated by STAR, counting the reads associated to 'exons' features per gene. Differential gene expression on the normalized gene count matrix by RPKM method was performed with DESeq2 (v 3.13). DEGS (differentially expressed genes) were extracted by filtering on Pvalue adjusted (using 0.05 as threshold value), corrected by the Benjamini Hochberg test. GO enrichment analysis on DEGS was performed with Gprofiler2 (v 0.2.0) (Love et al., 2014); only overrepresented categories with corrected Pvalue were kept, using the previously described method. Downstream statistics and Plotting were performed within the R (v 4.0.1) environment. Heatmaps were generated with ComplexHeatmap (v 3.0.215).

### qRT-PCR analysis

RNA was extracted using the TRI Reagent isolation system (Sigma-Aldrich) according to the manufacturer’s instructions. For quantitative RT-PCR (qRT-PCR) assays, 1 μg of RNA was reverse transcribed using the ImProm-II Reverse Transcription System (Promega), thereafter qRT-PCR was performed in triplicate with custom designed oligos (Supplementary file 3) using the CFX96 Real-Time PCR Detection System (Bio-Rad, USA). using the Titan HotTaq EvaGreen qPCR Mix (BIOATLAS). Obtained cDNA was diluted 1:10 and was amplified in a 16 μl reaction mixture containing 2 μl of diluted cDNA, 1×Titan Hot Taq EvaGreen qPCR Mix (Bioatlas, Estonia) and 0.4 mM of each primer. Analysis of relative expression was performed using the ∆∆Ct method, using 18 S rRNA as housekeeping gene and CFX Manager software (Bio-Rad, USA).

### Proteomics sample preparation and liquid chromatography-tandem mass spectrometry (LC-MS/MS)

Wild-type (WT) and *Wfs1* mutant retinal mouse samples isolated at 8 months were analysed in label-free proteomics approach. A total of six samples were prepared for proteomics analyses by means EasyPep Mini MS Sample Prep Kit (Thermo Fisher Scientific, Rock ford, IL, USA) for proteins extraction, reduction/alkylation and digestion by trypsin and Lys-C combination enzymes. The protein concentration was measured by Pierce BCA Protein Assay kit (Thermo Fisher Scientific, Rock ford, IL, USA). The peptides mixtures were clean-up to obtain detergent-free samples with the same kit, and then resuspended in 0.1% formic acid (Sigma-Aldrich Inc, St. Louis, MO, USA) for mass spectrometry analysis. The peptide samples were analysed on an LTQ-OrbitrapXL mass spectrometer Kit (Thermo Fisher Scientific, Rock ford, IL, USA) coupled to the Eksigent nanoLC-Ultra 2D system (AB Sciex, Dublin, CA, USA). Briefly, 0.8 µg peptides were loaded on a trap (200x500 µm ChromXP C18-CL, 3 µm, 120 Å) and eluted on a reversed-phase column (75 µm x 15 cm ChromXP C18-CL, 3 µm, 120 Å) using a acenotrile gradien;B (Eluent A: 0.1% formic acid in water; Eluent B: 0.1% formic acid in acetonitrile): 5–10% in 3 min, 10–40% in 87 min, 40–95% in 10 min, and holding at 95% B for 8 min; flow rate was 300 nL/minute. The spray capillary voltage was set at 1.7 kV, and the ion transfer capillary temperature was held at 220 °C. Full MS spectra were recorded over 400–1600 m/z range in positive ion mode, resolving power of 30,000, followed by five tandem mass spectrometry (MS/MS) on the top most intense ions selected from the full MS spectrum, using a dynamic exclusion for MS/MS analysis.

### LC-MS/MS data handling and data processing

Raw files generated were processed by Proteome Discoverer 2.1 (Thermo Fisher Scientific) using Sequest HT search engine. The experimental MS/MS spectra were compared with the theoretical mass spectra obtained by in silico digestion of a *Mus musculus* protein database containing 55282 sequences (April 2022 UniProt version; https://www.uniprot.org/). Searching criteria were used: Trypsin and Lys-C enzyme, two missing cleavage, precursor mass tolerance ±50 ppm, fragment mass tolerance ±0.8 Da. The Percolator node with a target-decoy strategy was selected to give a false discovery rate of ≤0.01 (strict) The Peptide Spectrum Matches (PSM) values of identified proteins were used for label-free quantitation approach. The whole matrix was reduced by Linear Discriminant Analysis (LDA) and a pairwise comparison (3 WT *vs* 3 *Wfs1*-KO) was performed and extracted descriptors (p-value <0.05). PSM. Differential expressed proteins were obtained by MAProma Algorithms (Sereni et al., 2019) and filtered by p-value (less than 0.05).

### Lactate and ATP biochemical assays

Lactate level in retinae and optic nerve was measured by the Lactate-Glo Assay (Promega). Samples were disaggregated for 20–30 s using a tissue tearor homogenizer in 50 mM Tris, pH 7.5 pre-mixed with inactivation Solution (0.6 N HCl). Then, the samples were neutralized by neutralization solution (1 M Tris base). After, 50 µl of prepared samples was added to 50 µl of working solution before reading the plate on the luminometer Mithras LB 940 (Berthold Technologies, Switzerland).

ATP concentration was determined using ATP Assay Kit (Abcam). Samples were homogenized in 100 μL of ATP Assay Buffer with a tissue Tearor. Then, the samples were centrifuged for 2–5 min at 4 °C at 13,000 g using a cold microcentrifuge to remove any insoluble material and the supernatant was collected in a new tube. After 50 µl of prepared samples was added to 50 µl of working solution before reading the optical density (OD) at OD 570 nm using the Epoch Microplate Spectrophotometer (BioTek).

### CRISPR/Cas9 gene editing in HeLa cells

We used the program CRISPOR (http://crispor.tefor.net) to design sgRNAs on exon 2 of the human WFS1 gene (Gene ID: 7466). Efficiency of three different sgRNAs was compared in HEK293 cells and we selected sgRNA2 (5’-ctttgaagaagtcctggaga-3’) for its high activity of INDEL rate using the T7 Endonuclease I assay. Then, HeLa cells were co-transfected with the vectors U6-sgRNA2-EF1α-Blast and the pCAG-Cas9-Puro using the Lipofectamine Transfection Reagent (Invitrogen) (Rubio et al., 2016). Co-transfected colonies were then selected by the combination of puromycin (1 μg/ml, Sigma) and blastidicin (10 μg/ml, Thermo- Fisher Scientific) and then isolated through single colony picking. Finally, resistant cell clones were assessed by TIDE analysis followed by Sanger sequencing for isolating either clones with the targeted genomic modification in the WFS1 gene or clones with the unmodified Wfs1 gene (control cells).

### Cell line validation

HeLa and HEK-293 cells were purchased by ATCC (clones CCL-2 and CRL-1576, respectively) and their identity was confirmed by Short tandem repeat analysis. HEK-293 cells were purchased by ATCC (clone CRL-1576) and their identity was confirmed by Short tandem repeat analysis. Detection of contaminated mycoplasma in cells was performed using the MycoAlert Mycoplasma Detection Kit (Lonza) according to the manual instructions. The conditioned medium obtained from >3-day cultures did not show values over 1.2 RLU, indicating no contamination of mycoplasma.

### Statistics

All values are expressed as mean ± standard error (SEM) of at least three independent experiments, as indicated. All the statistical analysis was carried out with Prism 8 software (GraphPad software). Differences between means were analyzed using the Student’s *t*-test for experimental designs with less than three groups and one variable, alternatively we applied one-way/two-way ANOVA followed by Bonferroni and Tukey post hoc test. Electrophysiological comparisons between WT and KO mice were performed using Student’s t test for homoscedastic samples or Welch’s t-test for heteroscedastic samples, after testing for the equality of variances with Levene’s test. The null hypothesis was rejected when p<0.05. In the graphs ‘n.s.’ indicates non-significant differences, * indicates significant differences with p<0.05, ** indicates significant differences with p<0.01, *** indicates significant differences with p<0.001. In case of unequal variances (heteroscedasticity), Welch test was applied.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE206150. The following dataset was generated: BroccoliV BelliniE 2023MCT1-dependent energetic failure and neuroinflammation underlie optic nerve degeneration in Wolfram syndrome miceNCBI Gene Expression OmnibusGSE20615010.7554/eLife.81779PMC989171736645345

# Supplementary material for: MCT1-dependent energetic failure and neuroinflammation underlie optic nerve degeneration in Wolfram syndrome mice
**Source:** eLife. 2023 Jan 16;12:e81779. doi: 10.7554/eLife.81779
**Supplement:** Supplementary file 2.

| **Antigen** | **Company** | **Species** | **IF/IHC** | **WB** | **CO-IP** |
| --- | --- | --- | --- | --- | --- |
| β-ACTIN | Sigma-Aldrich A3853 | Mouse |  | 1:1000 |  |
| V5 | Thermo Fisher | Mouse | 1:500 | 1:1000 | 1:450 |
| RFP | MBL | Rabbit |  | 1:1000 | 1:500 |
| HA | Abcam (ab9110) | Mouse |  | 1:1000 |  |
| WFS1 | US bioscience | Mouse | 1:300 | 1:1000 |  |
| Calreticulin | Thermo Fisher | Rabbit |  | 1:1000 |  |
| Calnexin | Sigma-Aldrich C4731 | Rabbit |  | 1:2000 |  |
| GFP | ThermoFisher A10262 | Chicken | 1:1000 |  |  |
| GFP | Thermo Fisher A11120 | Mouse | 1:1000 |  | 1:450 |
| GFAP | Abcam ab4674 | Chicken | 1:1000 |  |  |
| GFAP | Millipore MAB360 | Rabbit | 1:1000 | 1:1000 |  |
| MCT1 | Thermo Fisher 76687 | Rabbit |  | 1:500 |  |
| MBP | Millipore MAB386 | Rat | 1:50 |  |  |
| GS | Millipore MAB302 | Mouse | 1:1000 |  |  |

# Supplementary material for: MCT1-dependent energetic failure and neuroinflammation underlie optic nerve degeneration in Wolfram syndrome mice
**Source:** eLife. 2023 Jan 16;12:e81779. doi: 10.7554/eLife.81779
**Supplement:** Supplementary file 3.

**List of the primers used in this study:**

| **Gene** |  | **Sequence (5' -> 3')** |
| --- | --- | --- |
| GFAP | F | CTCGGCCAGGTGAAGCATCA |
|  | R | CCTTCGGTTGGGGTAAAATGC |
| BDNF | F | CGGGGGTTGTTTGGACACCA |
|  | R | CCGACTTTTCCAGGGAAATTGGA |
| Glul | F | CCACACTAGGTGATGAATCCAGTGG |
|  | R | CCAGGACAATGCAGGTGAGAG |
| IL-18 | F | TCCTCTCCCCACAGATGTCCC |
|  | R | GCCGAGTCTTCAGCAGCAGC |
| C3b | F | TTCTGCCCCTCAGTACACAGC |
|  | R | CTTGCTGTGGAGGCTGAGGG |
| C4b | F | ATCACAGAACCTACAGTGAGTGTTG |
|  | R | CCAAGCGGTCCTTTGGTGTC |
| Lgals3 | F | CCCAGGAATGCATTCACAGAGG |
|  | R | CACAGAGCTGTGCATGGCAAT |
| Alpk1 | F | TGTTCCCGCCAGATACGTATCC |
|  | R | CCTCTCCAAATCCTGGGCCTT |
| Steap2 | F | TTCAGGTAACTCTGGCAGCCAATG |
|  | R | GAGCTCCTCTAAGCCTCGGCT |
| Uaca | F | CCTGCAGGGATCGCCTCC |
|  | R | CTGTCGATGGGTTTCTCAGTTTCA |
| Actin | F | CCATAGGTTTGTGGCACTGACAA |
|  | R | CCCCAAGCCCTCTCAGAGATGA |
| C1rl | F | GCAGGTCCTGGCCCTGTACA |
|  | R | CCTCAGCTGCACTTGCAGGAG |
| C1s | F | GGTGTACCCTCAGGTGTGCAA |
|  | R | CCAGCCATCCAGGTCTGTGTC |
| Vimentin | F | GGGCTCTTCTTCCAGGTTATGATG |
|  | R | CCCAGTAGGACTGGGTGACTT |
| VEGF | F | GGCGTTGCATCCAGGTTTTGA |
|  | R | CCGTGGTGGAGTTCACCACCTT |
| FGF2 | F | CTGCCTTCGACCGCTTACG |
|  | R | CAGAGCCATGATGTAGCTCAG |
| Lcn2 | F | CAAGCAGCGACGCATCAAG |
|  | R | GGGTTTGAGCGCGATCATATT |
| Wfs1 | F | GGGCAAGAGCCATCCTTTCAA |
|  | R | CTGTTCATCGTGTGGTACGTG |
| Edn2 | F | CGACGCCACCTACCATACC |
|  | R | CGGGCATCACCGAGTGTTC |
| Agtr1a | F | ATTCAACGAAGCCCACTACCCAGA |
|  | R | ATCCTTGGCTGACTTGAGGATGGA |
| 18S | F | GGTGAAATTCTTGGACCGGC |
|  | R | GACTTTGGTTTCCCGGAAGC |

# Supplementary material for: MCT1-dependent energetic failure and neuroinflammation underlie optic nerve degeneration in Wolfram syndrome mice
**Source:** eLife. 2023 Jan 16;12:e81779. doi: 10.7554/eLife.81779
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Supplementary Table 2 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Table 3 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods Details: Section *Animals* |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | See text and figures legends |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | See Statistics and Methods details |  |
| Randomisation |  | N/A |
| Blinding | Not blinded |  |
| Inclusion/exclusion criteria | All samples were included into the analysis |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | See figures legends |  |
| Define whether data describe technical or biological replicates. | Biological replicates, it is indicated in the figures legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All procedures were performed according to protocols approved by the internal IACUC (#994) and reported to the Italian Ministry of Health according to the European Communities Council Directive 2010/63/EU |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Described in methods and in figures legends |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | See section *Statistics* and it is reported in all figure legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |  | N/A |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | See Methods details and GEO code GSE206150 (RNA_seq bulk) |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | See Figure 7 (GSE153673 dataset of scRNA-seq WT retina ) |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Available upon request |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | For the bioinformatic analyses we follow the Broad’s Genome Analysis Toolkits Best Practices. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

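Whole retinas of 3 WT and 3 Wfs1-KO mice aged 8 months were analysed by RNA-seq. The authors mapped the trimmed reads to mm10, counted them on exons per gene with featureCounts and deposited raw counts per gene, without normalization, with the exon length of each gene beside them. The methods name DESeq2 on a matrix normalized by RPKM, with an adjusted p of 0.05 as the threshold.

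The deposited table has 8 library columns and the study lists 6 samples. Columns were matched to samples by name alone, by a letter for the genotype and the replicate number, and 2 columns of per-sample values that match no listed sample were not used. The paper's mutant libraries may therefore differ from the 3 used here, and the values were not used to decide it. No pair of libraries was a duplicate. Total counts ranged from 17916885 to 101334381, so that 3 counts, the floor used here, correspond to between 0.0296 and 0.167 counts scaled to the library size (CPM). These floors cover counting error only.

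Genotypes were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, default low-count filter, genotype as the only term), with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Hand-written gene sets, 20 in all, were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Correlations used log2 CPM with a prior count of 2. The named genes are those the paper names for these experiments, up to 5 with the largest rise and 5 with the largest fall among genes with an adjusted p under 0.05, at least 50 counts on average and no overlap between genotypes, and members of the gene sets with an adjusted p under 0.05. Gene identifiers and types came from GENCODE M21 on the same build, in which 98.4% of the table's genes were found by symbol and chromosome.

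The procedure was tested on simulated counts with the means and library sizes of these retinas. Of 200 genes changed by 2 on the log2 scale, 181 were recovered among 18155 genes with the spread of all 6 retinas, and 4.48% of the calls were of unchanged genes. With the spread seen without Wfs1-KO replicate 2, 198 of 200 were recovered among 18285 genes, and 5.51% of the calls were of unchanged genes. Each simulated gene had the same dispersion in every library, so no simulated library stood apart as Wfs1-KO replicate 2 does. Changed genes were drawn from those with at least 50 counts on average. The recovered share therefore does not measure the power on the real 6 retinas. There Wfs1, with a log2 fold change of -3.15, did not pass (adjusted p = 0.979, edgeR's test).

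The alternatives, fixed before the data were examined, were DESeq2 1.42.0, limma-voom, DESeq2 on rounded RPKM, RLE and upper-quartile normalization, no filter, a filter of 10 counts in every retina, a replicate block, each retina left out in turn, genes within 20 Mb of Wfs1 left out, a minimum log2 fold change of 1, other gene set tests and other correlation measures. DESeq2 without Wfs1-KO replicate 2 was added after the data were seen. The replicate numbers come from the sample labels, and same-numbered retinas are different mice.

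Some scoring was changed after values were seen. The tissue-marker test of Wfs1-KO replicate 2 was first run on the tested genes and then also on all genes with counts, and both values are given. The lens and blood gene sets met the criterion written beforehand, and were then counted as undecided because only 8 of 20 and 5 of 7 listed genes were tested. The test of sex was counted as undecided because Xist was the 1 sex-linked gene tested. The tests of the segment around Wfs1 and of clock genes were counted as undecided because 2 genes past the threshold are too few to weigh either. The test of pigment epithelium genes was counted as undecided because the set passed without Wfs1-KO replicate 2. The fit without WT replicate 3 was read as a test of sex after the values were seen. The set of Y-linked genes and Xist was left out of the comparison of settings after its median changed sign, since its members move in opposite directions between the sexes.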

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

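The tests of Wfs1-KO replicate 2, of chromosome 9, of pseudogenes and of the number of gene sets in other splits, and the reading of the fit without WT replicate 3 as a test of sex were chosen after the result was seen; the other tests were written beforehand.

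Eno1b and Mns1, which the paper does not discuss, were the 2 genes past the threshold, with log2 fold changes of -7.30 and -3.27. Same-numbered retinas are different mice, so all 10 splits of the 6 retinas into 3 and 3 can be compared. No split but the real one gave as many genes. Wfs1-KO replicate 3 grouped with WT replicates 1 and 2 gave 1 gene, and every other split gave 0. The smallest share that 10 splits allow is 0.1. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many genes, and 4 splits cannot give a share under 0.05. The other 6 of the 10 splits part 1 pair each. A segment of another strain around the targeted allele was tested by position: 0 of 199 tested genes within 10 Mb of Wfs1 passed, 9 with an unadjusted p under 0.05 (Fisher exact p = 1). With 2 genes past the threshold, neither on chromosome 5, this test cannot weigh such a segment. In the fit without Wfs1-KO replicate 2, with 24 genes past, 1 lay within 10 Mb, Wfs1 itself (Fisher exact p = 1 with Wfs1 left out), and 6 of the 68 genes with an unadjusted p under 0.001 lay on chromosome 5 (Fisher exact, adjusted p = 1). Total counts overlapped between genotypes (ratio of medians 0.913). Of sex-linked genes, 0 passed, and 0 had an unadjusted p under 0.05, but Xist was the 1 such gene tested. Xist had 4 counts in WT replicate 3 and at least 10583 in each other retina, and Ddx3y had 1137 counts in WT replicate 3 and at most 2 elsewhere, so the genotypes differ in the sex of 1 animal. Without WT replicate 3 the log2 fold changes were -7.35 for Eno1b and -3.32 for Mns1 (adjusted p = 0.0640 and 0.308), so sex does not account for the size of these differences. Across the 6 fits that each left out one retina the adjusted p ranged from 1.76e-07 to 0.0879 for Eno1b, which passed without each mutant retina, and from 3.98e-05 to 0.505 for Mns1, which passed without Wfs1-KO replicate 2. With DESeq2 on all 6 retinas it was 1.72e-93 for Eno1b and 8.87e-26 for Mns1. The count of genes past the threshold was 0 without any one of WT replicates 1, 2 and 3, so its fall to 0 without WT replicate 3 is no sign of sex. In these fits 314, 303 and 378 genes had an unadjusted p under 0.05, fewer than chance alone would give. The log2 fold changes fell with exon length across genes (Spearman rho -0.27), which was 0.20 without Wfs1-KO replicate 2. The camera adjusted p was 0.00299 for lens genes, 0.0304 for blood genes, 0.623 for pigment epithelium genes and 0.916 for myelin genes. The pigment epithelium genes had a median of 0.51, which became -0.85 without Wfs1-KO replicate 2 (adjusted p = 1.63e-14), so unequal carry-over of that tissue remains open. The lens and blood values meet the criterion written beforehand, though 8 of 20 lens genes and 5 of 7 blood genes were tested. Their medians were 1.33 and 2.27, higher in mutant retinas. Without Wfs1-KO replicate 2 they were 0.76 (adjusted p = 0.0152, camera) and -0.48 (adjusted p = 0.297). Lens genes were thus higher in mutant retinas in both fits, which argues against lens carry-over as the source of the lower Eno1b and Mns1. For blood the direction depended on that retina, so its carry-over remains open, as does lens carry-over for other genes. Reads of Eno1b could be shared with its paralog Eno1, which had a log2 fold change of 0.28 (standard error 0.19); its reads were not realigned. The fit without Wfs1-KO replicate 2, the retina with the excess of blood and pigment epithelium genes, gave -7.03 for Eno1b (adjusted p = 1.76e-07) and -3.47 for Mns1 (adjusted p = 3.98e-05), so what sets that retina apart does not account for these 2 differences.

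On chromosome 9, 12 genes had an unadjusted p under 0.001, of 21 such genes in the genome (Fisher exact, adjusted over chromosomes, p = 4.49e-09). They lie between 42329622 and 72462025, 5 higher and 7 lower, among 339 tested genes. They include Mns1, Il18 and Uaca. With Wfs1-KO replicate 2 left out, 22 of 68 such genes lay on chromosome 9, over a wider span from 33296244 to 108806337 (adjusted p = 3.53e-10, Fisher exact). None of the 9 other splits of the retinas gave such a gene on that chromosome; among the 4 splits that part every pair, 1 gave as many. A candidate explanation is a segment of another strain carried by one genotype, which the mixed strain in the sample labels would allow. No sequence variants were analysed here, so this stays a hypothesis, and the position alone does not separate it from regulation of neighbouring genes. Reads shared between genes and their pseudogenes were weighed by the share of pseudogenes among the genes with an unadjusted p under 0.001. It was 2 of 21, with 738 pseudogenes tested (Fisher exact p = 0.203), and 6 of 68 without Wfs1-KO replicate 2 (Fisher exact p = 0.0876). Such a share cannot show reads moving between a gene and its own pseudogene. Without that retina Rpl34 had a log2 fold change of -1.38 (adjusted p = 0.00662, edgeR's test). Its pseudogene Rpl34-ps1 had 7.00 (adjusted p = 4.94e-06, same test). In Wfs1-KO replicate 2 Rpl34-ps1 was also high, at 50.9 CPM, but Rpl34, at 123 CPM, was not lower than in WT. Sharing of reads therefore remains open.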

How the results depend on the processing

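With DESeq2, 49 genes passed the threshold (31 higher, 18 lower), and without a filter 9 passed (5 higher, 4 lower). DESeq2 on rounded RPKM gave 2 higher and 1 lower. The replicate block gave 1 gene, which was lower; same-numbered retinas are different mice, and the mean correlation of their deviations was -0.0888. DESeq2 without Wfs1-KO replicate 2, chosen after the data were seen, gave 95 (50 higher, 45 lower). Across the 6 fits that each left out one retina, the count ranged from 0 to 24, with 0 to 13 higher and 0 to 11 lower. Where it was 0, between 303 and 378 genes had an unadjusted p under 0.05, fewer than chance alone would give. The highest count was the fit without Wfs1-KO replicate 2. The other alternatives of the count gave 2 or 3 genes. The cause was not tested.

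The log2 fold change of Wfs1 was -3.17 with DESeq2 (adjusted p = 0.000920) and from -3.61 to -2.64 across the fits that left out one retina, passing the threshold without Wfs1-KO replicate 2, and -2.64 with DESeq2 without that retina. Its direction held in every fit.

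Endoplasmic reticulum chaperones passed with DESeq2 (median -0.0885) and without a filter (-0.0999), and ranged from -0.161 to -0.0360 with one retina left out. PERK and ATF4 targets ranged from -0.0037 to 0.170, interferon-inducible genes from -0.0732 to 0.795, clock genes from -0.110 to 0.0751, pigment epithelium genes from -0.853 to 0.870, blood genes from -0.476 to 2.78 and myelin genes from -0.0450 to 0.0939. With DESeq2 without Wfs1-KO replicate 2 these 7 medians were -0.162, -0.0036, -0.0994, 0.0747, -0.859, -0.467 and -0.0217. With an estimated correlation or fry, the cytosolic chaperones (median -0.17) and the interferon-inducible genes (0.44) no longer passed, and neither did any other compared set; the smallest adjusted p was 0.188.

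With one retina left out, log2 fold changes ranged from -0.066 to 0.42 for C4a, -0.015 to 0.22 for Gpr37, -0.32 to 3.14 for Cybb, -0.14 to 3.73 for Lyz2, -0.32 to 0.81 for Actb, -0.49 to 0.079 for Atf6, -0.038 to 0.60 for Ddit3, -0.24 to 0.21 for Slc16a3, -0.066 to 0.36 for Slc16a7, -0.25 to 1.08 for Slc16a8 and -0.13 to 0.27 for Bsg. DESeq2 without Wfs1-KO replicate 2 gave -0.28 for Cybb, -0.16 for Lyz2, -0.32 for Actb, 0.078 for Atf6, -0.038 for Ddit3, -0.25 for Slc16a8 and -0.13 for Bsg. Slc16a3 was 0.0058 with upper-quartile normalization and 0.0025 with 10 counts in every retina. Among the remaining single genes and sets, 38 values were weaker and 24 stronger, and 664 kept their direction and side of the threshold.

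The correlation difference ranged from -0.0106 to 0.0141 with one retina left out, and was 0.0538 over the 500 most variable genes.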

Differences from the paper's values

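The deposited table has 8 library columns, of which 2 were not used. The paper's libraries may therefore differ from the 6 used here, and each difference below carries that limit. The paper reports 396 differentially expressed genes, 218 higher and 178 lower. Here 2 genes passed, 0 higher and 2 lower, with 521 at an unadjusted p under 0.05, fewer than chance alone would give. None of the alternatives set before the data were examined closed the gap; the largest count among them was 49, with DESeq2 on all 6 retinas. DESeq2 without Wfs1-KO replicate 2, chosen after seeing the values, gave 95.

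The paper states that mutant retinas are closer to each other than to WT retinas. Here the mean correlation within genotypes was below that between genotypes by a difference of -0.0002, and the difference was 0.0538 over the 500 most variable genes. The paper lists Gpr37, Cybb, Lyz2, Lgals3 and Mmp12 as upregulated. None passed the threshold here in any setting that tested it, though Cybb and Mmp12 were not tested in every setting. Without Wfs1-KO replicate 2 the log2 fold changes of Cybb, Lyz2 and Mmp12 were -0.32, -0.14 and 0.17. The paper describes interferon-inducible genes as unchanged, while their set was higher here (adjusted p = 0.00299), and not without that retina (adjusted p = 0.507), without WT replicate 3 (0.0608), with the correlation estimated (0.553) or with fry (0.619). Fig. 3A places the genotypes apart, with the mutant retinas together, while here 1 mutant retina lay apart from the other 5. Fig. 3D shows Lcn2 raised by a similar amount in each mutant retina, while here 1 of 3 had 77.4 CPM against 4.98 and 4.27 CPM. The mutant libraries behind these 2 figure panels may not be the 3 used here.

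Of the genes the paper names, 9 passed with DESeq2 on all 6 retinas: Wfs1, Gfap, Edn2, Il18, Steap4, Alpk1, Uaca, Nr4a3 and Agtr1a. Without Wfs1-KO replicate 2, edgeR called 4: Wfs1, Il18, Alpk1 and Uaca. DESeq2 without that retina, chosen after seeing the values, called 12, adding C4b, Lcn2 and Bdnf to the 9.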

Other observations

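The tests of Wfs1-KO replicate 2 and of the number of gene sets in other splits were chosen after the result was seen.

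Wfs1-KO replicate 2 lay apart from the other 5 retinas. The log2 difference of its Wfs1 level from the lowest WT retina was -6.03, so the values go against a WT retina under a mutant label. It ranked 3 of 6 by total count, counted from the smallest. With all genes with counts, ocular surface epithelium markers were higher in it by a median of 2.82 (log2) over the other 5. This was above 100% of matched random lists. With the tested genes, which held 12 of the 21 markers, the median was 1.26, at the 99.2 percentile. Connective tissue markers were at the 96.3 percentile with the tested genes and at the 98.4 percentile with all genes with counts. The limit set for this test lies between these 2 values, so that explanation is left open. Its deviations fell with exon length (rho -0.398, with -0.246 to 0.316 in the other 5) and were little related to GC content (rho 0.0974, against -0.494 in WT replicate 2). Blood genes (median deviation 3.96), pigment epithelium genes (1.85) and lens genes (1.54) were also higher in it than in the other 5, and were not tested against matched lists. Carry-over of surface epithelium, blood, pigment epithelium or lens and a length bias, such as degraded RNA could give, all remain, and none excludes a stronger glial response in this animal. This list is not complete. Mutant replicates 1, 2 and 3 had 155, 0 and 78 counts of Gm13410 and 166, 0 and 144 of Rbpj-ps3, with at most 4 of either in WT. Wfs1 had 0.900 CPM in this retina, below the 9.63 and 11.5 CPM of the other mutant retinas. None of the tests addressed these differences, and sequence variants were not analysed.

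In all, 11 of the 20 gene sets had an adjusted p under 0.05. The 11 include the set of Y-linked genes and Xist (adjusted p = 0.0304, camera), of which 1 gene, Xist, was tested. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many. The other 3 gave between 4 and 8. The 6 splits that part 1 pair gave between 3 and 9. Camera at a fixed correlation of 0.01 therefore called sets for groupings that mix the genotypes, and with the correlation estimated or with fry none of the compared sets passed in the real split. The camera p-values below carry the same limit.

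The lower Bdnf, Nr4a1 and Nr4a3 came with lower levels of the other immediate early genes (camera p = 4.68e-05, n = 18 genes, 12 lower, median log2 fold change -0.26, and p = 5.13e-08 without Wfs1-KO replicate 2). This is consistent with lower activity-dependent transcription or with handling before freezing, which were not separated. A difference in the time of collection was weighed by clock genes, of which 0 of 18 passed the threshold and 0 had an unadjusted p under 0.05 (Fisher exact p = 1). With so few genes past the threshold this test cannot weigh against such a difference, which remains open.

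Homeostatic microglia markers were also higher (camera p = 0.000220, n = 19 genes, median 0.73), but not without Wfs1-KO replicate 2 (p = 0.731), so a larger share of microglia may apply to that retina alone. The other homeostatic Mueller glia markers were not lower with Glul (camera p = 0.634, n = 17 genes).

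Of the 21 proteins marked in Supplementary file 1, 20 had a tested transcript, and 11 of these moved in the direction of the protein (one-sided exact binomial p = 0.412). It was 15 without Wfs1-KO replicate 2 (one-sided exact binomial p = 0.0207). Slc16a1 (MCT1) had a log2 fold change of -0.26 (adjusted p = 0.979, edgeR's test) and Bsg 0.14 (adjusted p = 0.979). Slc16a1 was lower in each mutant retina than in each WT retina, with means of 244 and 294 CPM, while Bsg overlapped between genotypes. The tissues differ, since the paper took retinas with their optic nerves for the proteomics and the RNA-seq is of whole retinas. These comparisons therefore do not cover transcripts of the optic nerve.

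For genes of Fig. 5B, the RNA-seq log2 fold changes were 0.65 for Fgf2, -0.32 for Vegfa, 1.61 for C1s1 and 1.38 for C1rl, each with an adjusted p of 0.979 (edgeR's test), and 0.41, -0.11, 0.45 and 0.86 without Wfs1-KO replicate 2. Together with Lcn2 and Vim, these STAT3 targets (n = 6 genes) had a median of 1.02 and were higher as a set (adjusted p = 0.00299, camera), with 0.43 without that retina (adjusted p = 0.00515). The adjusted p was 0.246 with the correlation estimated and 0.457 with fry. With all 6 retinas, Il6 of Fig. 5B and Il1a and Il1b of Fig. 3E failed the low-count filter. Their highest counts, 16, 87 and 116, were each in WT replicate 2, and no mutant retina had more than 2, 8 and 14. Il1a was tested in the fit without Wfs1-KO replicate 2, with a log2 fold change of -2.91 (standard error 1.05). Its adjusted p was 0.792 over all tested genes and 0.0441 over the genes the paper names (edgeR's test). That list holds mostly the paper's own calls on these data, so the smaller value carries little weight.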
